# NF-κB Signaling Modulates miR-452-5p and miR-335-5p Expression to Functionally Decrease Epithelial Ovarian Cancer Progression in Tumor-Initiating Cells

**DOI:** 10.3390/ijms24097826

**Published:** 2023-04-25

**Authors:** Rahul D. Kamdar, Brittney S. Harrington, Emma Attar, Soumya Korrapati, Jyoti Shetty, Yongmei Zhao, Bao Tran, Nathan Wong, Carrie D. House, Christina M. Annunziata

**Keywords:** epithelial ovarian cancer, NF-κB, *RELA*, *RELB*, miR-452-5p, miR-335-5p

## Abstract

Epithelial ovarian cancer (EOC) remains the fifth leading cause of cancer-related death in women worldwide, partly due to the survival of chemoresistant, stem-like tumor-initiating cells (TICs) that promote disease relapse. We previously described a role for the NF-κB pathway in promoting TIC chemoresistance and survival through NF-κB transcription factors (TFs) RelA and RelB, which regulate genes important for the inflammatory response and those associated with cancer, including microRNAs (miRNAs). We hypothesized that NF-κB signaling differentially regulates miRNA expression through RelA and RelB to support TIC persistence. Inducible shRNA was stably expressed in OV90 cells to knockdown *RELA* or *RELB*; miR-seq analyses identified differentially expressed miRNAs hsa-miR-452-5p and hsa-miR-335-5p in cells grown in TIC versus adherent conditions. We validated the miR-seq findings via qPCR in TIC or adherent conditions with *RELA* or *RELB* knocked-down. We confirmed decreased expression of hsa-miR-452-5p when either *RELA* or *RELB* were depleted and increased expression of hsa-miR-335-5p when *RELA* was depleted. Either inhibiting miR-452-5p or mimicking miR-335-5p functionally decreased the stem-like potential of the TICs. These results highlight a novel role of NF-κB TFs in modulating miRNA expression in EOC cells, thus opening a better understanding toward preventing recurrence of EOC.

## 1. Introduction

Epithelial ovarian cancer (EOC) is a heterogenous disease with a high rate of disease relapse. The stem-like tumor-initiating cell (TIC) population in EOC promotes cancer progression, contributing to its poor prognosis [1,2,3]. We have previously investigated NF-κB signaling pathways for their roles in promoting ovarian cancer TIC function and survival [4]. We showed that the canonical signaling pathway, which is driven by *RELA*, and the non-canonical pathway, which is driven by *RELB*, affect cancer cell proliferation and the cancer stem cell maintenance, respectively [4]. The overlapping and distinct effects of canonical and non-canonical NF-κB signaling suggests the possibility of leveraging its role to find therapeutic targets to treat EOC.

MicroRNAs (miRNAs) comprise a subset of small, non-coding RNAs that regulate gene expression post-transcriptionally. Several miRNAs have been characterized for their association with EOC. miRNAs including miR-18b, miR-590-3p, and miR-21-5p can promote EOC metastasis through various pathways including epithelial-to-mesenchymal transition, sphere formation, and immunomodulation. In contrast, other miRNAs such as miR-101-3p, miR-421, and miR-219-5p may prevent EOC metastasis [5]. Some miRNAs have also been shown to interact with NF-κB activity in the context of EOC, such as miR-130a, which is expressed upon NF-κB signaling to promote EOC proliferation [6]. Other miRNAs, such as miR-9, are thought to suppress EOC invasion by binding to the 3′ untranslated region (UTR) of NF-κB transcripts [7]. miRNAs are an attractive and tangible therapeutic target in helping attenuate EOC growth and metastasis. However, additional work is needed to further identify relationships between miRNA expression, the EOC stem-cell population, and NF-κB signaling within these cells.

In this study, we used miR-seq to identify two candidate miRNAs, hsa-miR-452-5p and hsa-miR-335-5p, which were altered in response to *RELA* or *RELB* silencing in EOC cell lines grown in TIC-enriched spheroid conditions. We characterized the expression of these miRNAs in EOC cell lines that were silenced for either *RELA* or *RELB* and investigated their function by either inhibiting or mimicking the miRNA. We hypothesized that the NF-κB canonical and non-canonical signaling pathways differentially regulate miRNA expression, contributing to TIC survival and overall EOC progression. Therefore, targeting these differentially expressed miRNAs, in conjunction with disrupting NF-κB activity, will hamper EOC TIC survival and reduce disease progression. Here, we experimentally showed that miR-452-5p displayed oncogenic properties in EOC cell lines, was regulated by *RELA* and *RELB*, and, by inhibiting its expression, suppressed the TIC population. Additionally, we found experimentally that miR-335-5p displayed tumor-suppressive properties in EOC cell lines, was regulated by both *RELA* and *RELB*, and, by mimicking its expression, suppressed TIC viability. The work presented in this study demonstrates potential miRNA therapeutic targets downstream of the NF-κB pathway to prevent EOC progression and metastasis.

## 2. Results

### 2.1. miRNAs Are Differentially Expressed in Ovarian Cancer Cells with Altered RELA and RELB Expression

We previously investigated differences in RNA expression between spheroid and adherent growth conditions of OV90 [8] and ACI23 [4] ovarian cancer cells. 

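Small RNA libraries were made from OV90, an established epithelial ovarian cancer cell line, in 6 groups of 4 replicates. The groups carried a doxycycline-inducible negative control shRNA (shNeg), an shRNA against RELA or an shRNA against RELB, each in adherent culture and in spheroid culture, the condition used to enrich for tumor-initiating cells (TICs). Doxycycline was given for 72 h. The library kit adds a unique molecular index (UMI) to each miRNA molecule, and the paper's text does not state whether reads with the same UMI were collapsed before counting. The authors trimmed adapters with Cutadapt and assigned reads to miRBase with miRDeep2. The table they deposited holds 1 estimated count for each of 2656 miRNAs in each library, not scaled for library size. Of the non-zero values, 3.04% on 84 miRNAs were not whole, and these were rounded to whole counts. MiR-seq does not read the mRNAs of RELA and RELB, so these libraries do not show how far either gene was silenced.

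In adherent culture, the total count per library was 3797175 to 6624182 (median 6287111) with shNeg, 5282889 to 8283549 (median 6567665) with shRELA and 4512503 to 6106053 (median 5076752) with shRELB. In spheroid culture, it was 959141 to 1580252 (median 1155267) with shNeg, 2024133 to 2747599 (median 2279092.5) with shRELA and 1861232 to 3580931 (median 2376567.5) with shRELB. A count of 0 allows up to 3 counts, which were worth 0.495 to 0.8 CPM in the adherent libraries and 0.860 to 2.29 CPM in the spheroid libraries. These limits cover counting error only. A fold change given as a limit sets the low group at 3 counts per library and the other group at its mean. It leaves out the spread of that other group, so it is not a confidence limit. The 10 most abundant miRNAs took 60.3% to 69.3% of the counts of each library.

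Counts were scaled by the TMM method, and all 24 libraries were fitted together with edgeR's quasi-likelihood test, with the 6 groups as the only term. The test covered the 905 miRNAs with at least 1 CPM in at least 4 libraries, which held at least 99.98% of the counts of each library. A miRNA was called differentially expressed at the paper's thresholds, an FDR below 0.01 and an absolute fold change above 2. Because every group shares the fitted spread, a library of 1 culture also bears on the FDRs of the other. Spheroid shNeg replicate 1 had a total count of 1220592, but only 432 miRNAs had a count in it, against 813 to 885 in the other 3 libraries of its group. Of the 113 miRNAs with a mean of 10 to 30 CPM in those 3 libraries, 37.2% had no count in replicate 1. It was kept in the fit, and values without it are given where it changes a call or moves a value by more than 1.5 times.

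**Figure D1:**
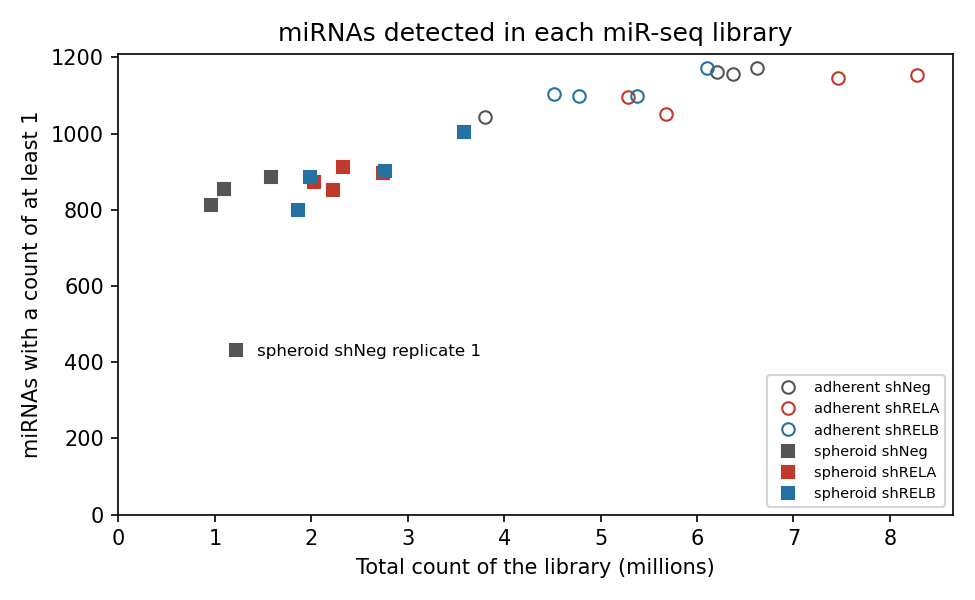
Number of miRNAs with a count of at least 1 (vertical axis) against the total count of the library (horizontal axis) for the 24 libraries, colored by group. Spheroid shNeg replicate 1 sits at 432 miRNAs, below the 799 to 1172 of the other libraries.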

In this study, miR-seq was performed on OV90 cells grown in adherent culture and in TIC-enriched spheroid culture conditions, with *RELA* and *RELB* knockdown compared to negative control shRNA. We found 443 miRNAs were differentially expressed between adherent and spheroid conditions with *RELA* and *RELB* knockdown. 

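The comparisons set each knockdown against the shNeg libraries of its own culture. The 4 counts of differentially expressed miRNAs summed to 356 in edgeR's quasi-likelihood test. The 356 calls fell on 234 distinct miRNAs, of which 134 were called in 1 comparison, 82 in 2, 14 in 3 and 4 in all 4. Of the alternatives tried, an FDR threshold of 0.05 moved the sum most, to 515 calls on 341 miRNAs. Leaving out each library in turn gave sums of 321 to 389. The paper's total of 443 is the sum of the paper's own 4 counts, so a miRNA that changed in several comparisons is counted in each of them.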

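In spheroid conditions, 137 of the 905 miRNAs tested were differentially expressed with RELA knockdown, 68 up-regulated and 69 down-regulated. With RELB knockdown, 121 were differentially expressed, 66 up-regulated and 55 down-regulated. Of these, 108 with RELA knockdown and 90 with RELB knockdown had a mean of at least 10 CPM. The alternative that moved both counts most fitted only the groups compared, which gave 70 and 50. Leaving out each library of the compared groups in turn gave 112 to 156 with RELA knockdown and 103 to 131 with RELB knockdown. The split between up- and down-regulated miRNAs depended on the scaling. TMM put 49.6% of the RELA calls and 54.5% of the RELB calls among the up-regulated, median-ratio size factors put 34.8% and 43.2% there, and library totals alone, chosen after seeing the data, put 19.1% and 34.1% there.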

The largest number of differentially expressed miRNAs was in the spheroid conditions, with 138 miRNAs differentially expressed when *RELA* was silenced and 136 when *RELB* was silenced. In adherent conditions, there were 114 differentially expressed miRNAs when *RELB* was silenced, and only 55 when *RELA* was silenced. 

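Here 34 miRNAs were differentially expressed with RELA knockdown in adherent cells, 10 up-regulated and 24 down-regulated, and 64 with RELB knockdown, 32 in each direction. A mean of at least 10 CPM was reached by 27 of the 34 and 46 of the 64. When only the groups compared were fitted, the counts rose most, to 57 and 124. Without spheroid shNeg replicate 1, which is in neither comparison but in the shared estimate of spread, they were 43 and 92, a setting chosen after seeing the data. The fits that each left out 1 adherent library of the compared groups gave 25 to 33 with RELA knockdown and 54 to 60 with RELB knockdown. With library totals in place of TMM, 17.6% of the RELA calls and 62.2% of the RELB calls were up-regulated, against 29.4% and 50% with TMM.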

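The largest changes below are those among differentially expressed miRNAs with a mean of at least 10 CPM over all libraries whose compared groups did not overlap. For miR-6821-5p, that mean fell just short of 10 CPM on the TMM-scaled values. In adherent RELA knockdown, miR-99a-5p and miR-125b-5p fell furthest. miR-99a-5p went from 48.8 ± 5.06 CPM (SD, n = 4) with shNeg to 1.01 ± 0.18 CPM (SD, n = 4), a log2 fold change of −5.54 with a standard error of 0.47 (FDR 5.20e-11, edgeR's quasi-likelihood test). miR-125b-5p, whose reads can come from either of 2 hairpins, on chromosomes 11 and 21, went from 504.6 ± 29.8 to 15.2 ± 1.16 CPM (log2 fold change −5.05, standard error 0.24). miR-155-5p rose most, followed by miR-30c-2-3p at a log2 fold change of 2.07 (standard error 0.33). In adherent RELB knockdown, miR-155-5p and miR-184 rose most, the latter from 91.6 ± 13.5 to 761 ± 77.1 CPM (log2 fold change 3.05, standard error 0.21). let-7b-5p and miR-204-5p fell furthest there, the latter by 2.25 on the log2 scale (standard error 0.49, FDR 0.00103).

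In spheroid RELA knockdown, miR-302d-3p and miR-30a-3p rose most by the fitted log2 fold change. miR-302d-3p had at most 3 counts in each spheroid shNeg library, so its rise to 6.01 ± 1.36 CPM is given as a limit, at least 2.96-fold higher. That limit does not place it above miR-155-5p, at a log2 fold change of 3.31. miR-452-5p and miR-6821-5p fell furthest by the fitted values, the latter with a log2 fold change of −3.77 (standard error 0.56), or −3.14 without spheroid shNeg replicate 1. In spheroid RELB knockdown, miR-302d-3p was at least 14.5-fold higher and miR-302b-3p had a log2 fold change of 4.86 (standard error 0.49, FDR 1.15e-09). let-7b-5p and miR-4488 fell furthest in that comparison. The log2 fold change of miR-4488 was −2.66 (standard error 0.52, FDR 2.09e-04), and −1.41 without spheroid shNeg replicate 1 (FDR 0.00338).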

The differential expression of several miRNAs is plotted based on either *RELA* or *RELB* silencing in adherent or spheroid conditions (Figure 1A–D). 

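In adherent conditions, 8 miRNAs were differentially expressed with both RELA and RELB knockdown, 26 with RELA knockdown alone and 56 with RELB knockdown alone. Of the 8, 1 was up-regulated with both and 6 were down-regulated with both, while 1 changed in opposite directions. In spheroid conditions, 60 were shared, 33 up-regulated with both and 27 down-regulated with both. That 1, miR-135b-5p, had log2 fold changes of −1.51 with RELA and 1.73 with RELB knockdown, and no shared miRNA changed in opposite directions with limma or without any 1 of the adherent shNeg libraries. Both knockdowns were compared with the same shNeg libraries, which can make calls coincide. When those were divided so that each knockdown had 2 of its own, 6 to 7 miRNAs in adherent and 31 to 43 in spheroid conditions were shared in the same direction over the 6 divisions. RELB calls shuffled among miRNAs of similar abundance gave 95th percentiles of 3 to 4 and 17 to 25. When only the groups compared were fitted, 23 miRNAs were shared in adherent and 28 in spheroid conditions. Of the 23, 20 changed in the same direction with both knockdowns and the rest in opposite directions. With spheroid shNeg replicate 1 left out, chosen after seeing the data for the adherent comparisons, the shared miRNAs numbered 15 in adherent and 46 in spheroid conditions. Of the 15, 13 changed in the same direction and the rest in opposite directions.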

Interestingly, few miRNAs were shared between *RELA*- and *RELB*-knockdown samples (Figure 1E), and these miRNAs followed the same direction of expression as up- or down-regulated expression. Of note, seven miRNAs appeared with consistent up- or down-regulated expression across the conditions, including miR-155-5p, which was up-regulated in both adherent and spheroid conditions when *RELA* or *RELB* were knocked down. miRNAs let-7b-5p, miR-100-5p, miR-205-5p, miR-224-5p, miR-552-5p, and miR-675-5p were down-regulated across adherent and spheroid conditions when *RELA* or *RELB* were knocked down. This suggests that a common pathway regulated by NF-κB signaling affects the expression of these miRNAs.

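miR-155-5p, from the MIR155 hairpin on chromosome 21 (25573980 to 25574044, plus strand, GRCh38.p14) in an exon of MIR155HG, was up-regulated in all 4 comparisons. It went from 8.77 ± 1.05 CPM (SD, n = 4) with adherent shNeg to 44.5 ± 5.20 with shRELA and 75.3 ± 6.41 with shRELB. In spheroids it went from 4.84 ± 3.37 CPM to 49.9 ± 21.2 and 72.1 ± 6.62. The log2 fold changes were 2.34 and 3.10 in adherent and 3.31 and 3.84 in spheroid cells, with standard errors of 0.32 to 0.38 and a highest FDR of 9.76e-07 (edgeR's quasi-likelihood test). let-7b-5p (MIRLET7B, chromosome 22, 46113686 to 46113768, in an exon of MIRLET7BHG) was down-regulated in all 4, with log2 fold changes of −2.08, −2.62, −2.82 and −3.95 in the same order and a highest FDR of 9.67e-11. miR-224-5p comes from MIR224 (chromosome X, 151958578 to 151958658), which overlaps an annotated exon of GABRE. It fell to 289 ± 42.2 CPM with adherent shRELA and 668 ± 66.7 with adherent shRELB, from 2297 ± 110.8. Its log2 fold changes were −2.99, −1.78, −3.03 and −2.61. The fourth miRNA called in all 4 comparisons was miR-675-3p, named after its values were seen, with a highest FDR of 0.00858 in edgeR's quasi-likelihood test. It was no longer called in all 4 with DESeq2, over miRNAs with a mean of at least 10 CPM or when only the groups compared were fitted. The same held without any 1 of the adherent shNeg or adherent shRELA libraries, adherent shRELB replicate 2 or 4, spheroid shNeg replicate 3 or 4 or spheroid shRELB replicate 1, 2 or 4.

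The other 4 miRNAs were not called in every comparison. miR-205-5p had log2 fold changes of −1.49 and −1.28 in adherent and −1.99 in spheroid RELB knockdown. In spheroid RELA knockdown it was at −0.996 (standard error 0.18), just short of the fold change threshold, and past it without spheroid shNeg replicate 1 (−1.10) or 2 (−1.13) or without spheroid shRELA replicate 1 (−1.04) or 4 (−1.09). miR-552-5p was called in 3 comparisons, with a log2 fold change of −4.23 in adherent RELB knockdown and −2.22 in spheroid RELA knockdown, and at least 9.51-fold lower in spheroid RELB knockdown (at least 12.7-fold without spheroid shNeg replicate 1). In adherent RELA knockdown it had a log2 fold change of −0.98 (FDR 0.335). The spheroid RELA call had an FDR of 0.00777 in edgeR's quasi-likelihood test and was lost without spheroid shNeg replicate 2, 3 or 4 or any 1 of the 4 shRELA libraries, with log2 fold changes no further from 0 than −2.40. It was lost as well without any 1 of the adherent shNeg libraries or adherent shRELA replicate 1, chosen after seeing the data.

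miR-100-5p, at 4.42 ± 1.06 CPM with adherent shNeg, had log2 fold changes of −2.76 and −2.90 in adherent cells with FDRs of 0.0340 and 0.0211 in edgeR's quasi-likelihood test, so neither was called. Their FDRs without spheroid shNeg replicate 1 were 0.00323 and 0.00174, and the RELA change was also called without replicate 4 and the RELB change without 2 or 4, all chosen after seeing the data. It was called in both spheroid comparisons, at least 4.97-fold lower with shRELA and with a log2 fold change of −3.51 with shRELB. Those calls rest on spheroid shNeg replicate 4, at 24.6 CPM against 0 to 2.57 in the other 3. Without it the spheroid RELB log2 fold change was −0.84, and neither call remained. The RELB call was also lost without spheroid shRELB replicate 1 (−3.21), 3 (−3.40) or 4 (−3.04), with limma (−1.14) and when only the groups compared were fitted (−3.49). Leaving out any 1 of 11 libraries of the other groups, chosen after seeing the data, lost it too. miR-675-5p had at most 14 counts in any library. It was not called in any comparison, with FDRs of 0.0579, 0.0878, 0.162 and 0.0365 in edgeR's quasi-likelihood test. With each knockdown library set at 3 counts, the mean with shNeg was 2.45, 2.25, 1.18 and 1.33 times as high. These ratios leave out the spread of the shNeg libraries and do not show a least fall. The spheroid ratios without spheroid shNeg replicate 1, which had 0 counts of miR-675-5p, were 1.57 and 1.78.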

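Across the 905 miRNAs, which are not independent replicates, the log2 fold changes of RELA and RELB knockdown had a Spearman correlation of 0.23 in adherent and 0.67 in spheroid cells. The same sign was found for 56.5% and 76.1% of the miRNAs. Because both knockdowns were compared with the same shNeg libraries, these values lie above 0 without any effect. Unchanged groups simulated against the measured controls gave a median correlation of 0.16 (highest 0.23) in adherent and 0.41 (highest 0.48) in spheroid cells, with the same sign in a median of 56.6% and 68.5%. With the controls drawn anew as well, the medians were 0.47 and 0.51, with highest values of 0.54 and 0.57. When the shNeg libraries were divided so that each knockdown had 2 of its own, the correlation was 0.003 to 0.19 over the 6 divisions in adherent and 0.23 to 0.43 in spheroid cells.

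Across 214 hairpins with both arms tested, the log2 fold changes of the arms had Spearman correlations of 0.61 and 0.52 with RELA and RELB knockdown in adherent cells and 0.21 and 0.34 in spheroid cells (bootstrap SD 0.05 to 0.07). From the shared direction of the 7 miRNAs across conditions, the paper proposes that a common pathway under NF-κB control affects their expression.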

### 2.2. miRNAs 452-5p and 335-5p Expression Is Altered by RELA and RELB Knockdown in EOC Cell Lines

We validated the expression of two miRNAs that were altered by *RELA* or *RELB* knockdown in EOC cell lines. Based on their expression patterns in the miR-seq (Table 1) and the existing literature outlining their potential functionality, we measured the expression of nine miRNAs via qRT-PCR and found that miR-452-5p and miR-335-5p had changes in expression that were consistent with the miR-seq. miR-452-5p has been shown to possess oncogenic characteristics in colorectal cancer, hepatocellular carcinoma, and ovarian carcinoma [9,10,11], while miR-335-5p has been shown to exert tumor suppressive activity in gastric and ovarian cancers [5,12,13]. 

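Of the 9 miRNAs of Table 1, 6 were differentially expressed with RELA knockdown and 7 with RELB knockdown in spheroid cells when the FDR was taken over all 905 miRNAs in edgeR's quasi-likelihood test. With the FDR adjusted over the list alone, 7 and 8 were. In adherent cells, 4 and 4 were called over all miRNAs, and 4 and 7 adjusted over the list alone. Without spheroid shNeg replicate 1, chosen after seeing the data, miR-335-5p was also called over all miRNAs in adherent RELA knockdown. In adherent RELB knockdown, miR-335-5p, miR-452-5p and miR-105-3p were also called without it, or without replicate 2, 3 or 4. The study chose the list on these libraries, so the counts over the list are not independent evidence. miR-30a-3p had spheroid log2 fold changes of 3.56 (standard error 0.24, FDR 1.32e-13) with RELA knockdown and 2.50 with RELB knockdown. Those of miR-30a-5p, from the same hairpin, were 2.74 with RELA knockdown and, as a fold change, 2.84 with RELB knockdown. The log2 fold changes of miR-200c-3p were 1.45 and 2.53. miR-105-5p fell only with RELB knockdown, with a log2 fold change of −2.02 (standard error 0.20) against 0.44 with RELA knockdown (FDR 0.0798, edgeR's quasi-likelihood test). miR-105-3p had at most 7 counts in any spheroid library. Its log2 fold change with RELA knockdown was −0.09 (standard error 0.70) and turned positive without spheroid shNeg replicate 3 (0.26) or 4 (0.15) or shRELA replicate 2 (0.19). With RELB knockdown it was at least 1.78-fold lower (FDR 0.0346), and at least 2.38-fold lower without spheroid shNeg replicate 1, where the FDR of edgeR's quasi-likelihood test was 0.00753. Both miR-105 arms can come from either of 2 hairpins in an intron of GABRA3.

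miR-452-5p comes from the MIR452 hairpin on chromosome X (151959628 to 151959712, minus strand, GRCh38.p14), which overlaps an exon of GABRE on the same strand. The hairpin of 85 bases reads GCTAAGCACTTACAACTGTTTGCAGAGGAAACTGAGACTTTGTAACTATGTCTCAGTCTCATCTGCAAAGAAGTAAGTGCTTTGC, and its other arm, miR-452-3p, had a count in no library. miR-452-5p had 15.6 ± 16.0 CPM (SD, n = 4) with spheroid shNeg, 0.952 ± 0.626 with shRELA and 3.88 ± 1.46 with shRELB. The shNeg value is spread by replicate 1, at 39.6 CPM against 6.16 to 8.42 in the other 3. Every spheroid shRELA library had at most 3 counts, so the fall is given as a limit, at least 11.5-fold (FDR 4.38e-06, edgeR's quasi-likelihood test), and at least 5.61-fold without replicate 1. With RELB knockdown, the log2 fold change was −1.97 (standard error 0.48, FDR 0.00222, the same test). Without replicate 1 it was −0.94 (standard error 0.41, FDR 0.0922, the same test), which is not a call. It was also lost without spheroid shRELB replicate 3 (−1.62), with limma (−1.43) and when only the groups compared were fitted (−1.87). In adherent cells, miR-452-5p went from 30.2 ± 4.03 CPM to 2.98 ± 1.23 with shRELA (log2 fold change −3.32, standard error 0.44) and 12.1 ± 2.48 with shRELB (−1.32, standard error 0.40). The RELB change had an FDR of 0.0229 in edgeR's quasi-likelihood test and was not called, but was without spheroid shNeg replicate 1 (FDR 1.82e-04), 2, 3 or 4, spheroid shRELA replicate 4 or spheroid shRELB replicate 4, chosen after seeing the data, and with no filter (−1.35), with DESeq2 (−1.31) and when only the groups compared were fitted (−1.38).

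**Figure D2:**
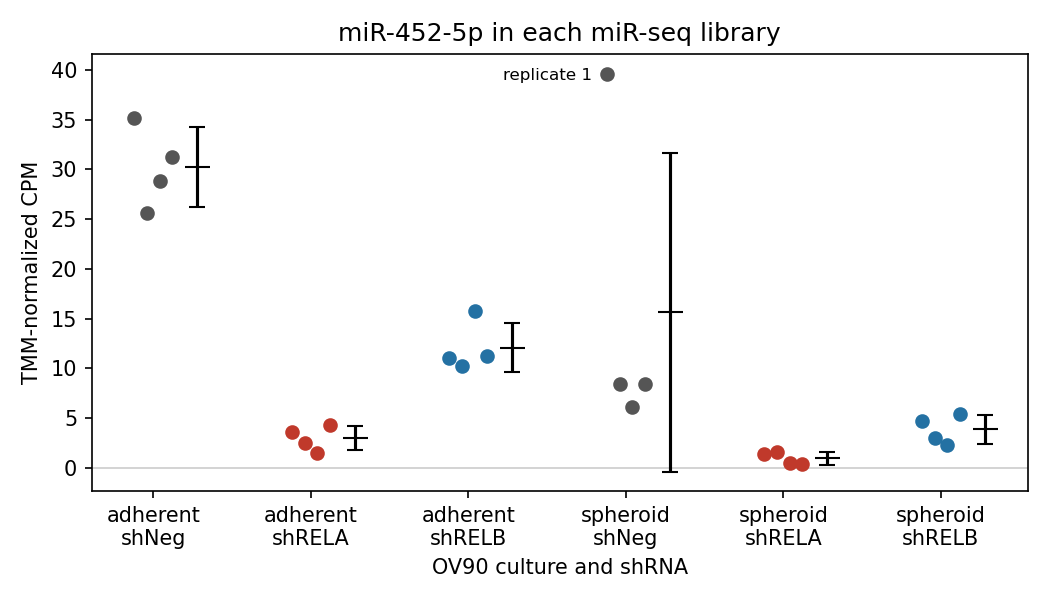
CPM of miR-452-5p (vertical axis) in the 4 libraries of each of the 6 groups, with the mean and SD. The adherent shNeg libraries lie above all adherent knockdown libraries, and spheroid shNeg replicate 1, at 39.6 CPM, lies apart from the 6.16 to 8.42 CPM of its group.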

By using qRT-PCR and probes (Supplementary Table S1), we evaluated the expression of miR-452-5p in OV90, the same line used in miR-seq, and two additional ovarian cancer cell lines ACI23 and OVCAR8. The silencing of either *RELA* or *RELB* was also confirmed in these cell lines by using Western blot (Supplementary Figure S1). The expression of miR-452-5p significantly decreased with *RELA* and *RELB* knockdown, in both adherent and spheroid conditions in OV90 (Figure 2A). Similarly, in ACI23 cells, miR-452-5p expression decreased in *RELA* and *RELB* knockdown in adherent conditions (Figure 2B). In OVCAR8 cells, *RELB* knockdown had a greater effect on suppressing miR-452-5p expression than *RELA* knockdown, and it was more pronounced in spheroid conditions (Figure 2C). We also investigated the expression of miR-335-5p in the same cell lines with *RELA* or *RELB* knockdown in adherent and spheroid conditions and found this to be partially consistent with the miR-seq results. 

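In the miR-seq libraries of OV90, miR-335-5p was read from the MIR335 hairpin on chromosome 7 (130496111 to 130496204, plus strand, GRCh38.p14), in an intron of MEST. The hairpin of 94 bases reads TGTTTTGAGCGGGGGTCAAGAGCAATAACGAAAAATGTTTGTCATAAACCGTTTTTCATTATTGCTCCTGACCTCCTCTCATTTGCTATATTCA. In adherent cells, miR-335-5p had 62.9 ± 10.7 CPM (SD, n = 4) with shNeg and 134.7 ± 74.7 with shRELA. The shRELA libraries ran from 62.7 to 234 CPM and overlapped the shNeg libraries. The log2 fold change was 1.10 (standard error 0.44, FDR 0.137, edgeR's quasi-likelihood test) and was not called, although it was without spheroid shNeg replicate 1 (FDR 0.00185), chosen after seeing the data, and when only the groups compared were fitted (1.03). With each adherent library left out in turn it stayed between 0.70 and 1.34. With adherent shRELB, miR-335-5p had 21.5 ± 6.16 CPM, below every shNeg library. Its log2 fold change of −1.54 (standard error 0.45) had an FDR of 0.0175 in edgeR's quasi-likelihood test. It was called without spheroid shNeg replicate 1 (FDR 1.75e-05) or any 1 of 8 other spheroid libraries, chosen after seeing the data, and with no filter (−1.58), with edgeR's likelihood ratio test and when only the groups compared were fitted (−1.59).

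In spheroid cells, miR-335-5p had 26.6 ± 19.3 CPM with shNeg, 7.92 ± 4.24 with shRELA and 14.7 ± 2.10 with shRELB. Replicate 1 of shNeg had no count of it, which allows up to 2.20 CPM, and the other 3 had 27.2 to 45.6 CPM. The log2 fold change was −1.77 (standard error 0.53, FDR 0.0112) with RELA knockdown and −0.86 (standard error 0.49, FDR 0.199) with RELB knockdown in edgeR's quasi-likelihood test, and neither was called. Without replicate 1 both were called, at −2.18 (FDR 4.90e-06) and −1.26 (FDR 0.00334) in the same test. The RELA change was also called without spheroid shRELA replicate 2 (−2.15), with no filter (−1.79), at a mean of at least 10 CPM (−1.97), with median-ratio size factors (−1.94), with DESeq2 (−1.94) and with edgeR's likelihood ratio test (−1.76). Leaving out adherent shRELA replicate 3 or 4 or spheroid shRELB replicate 2, 3 or 4, chosen after seeing the data, also gave that call. The RELB change was positive with limma, at 0.09. Its other arm, miR-335-3p, was called only in adherent RELB knockdown, with a log2 fold change of −1.46 (standard error 0.39).

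**Figure D3:**
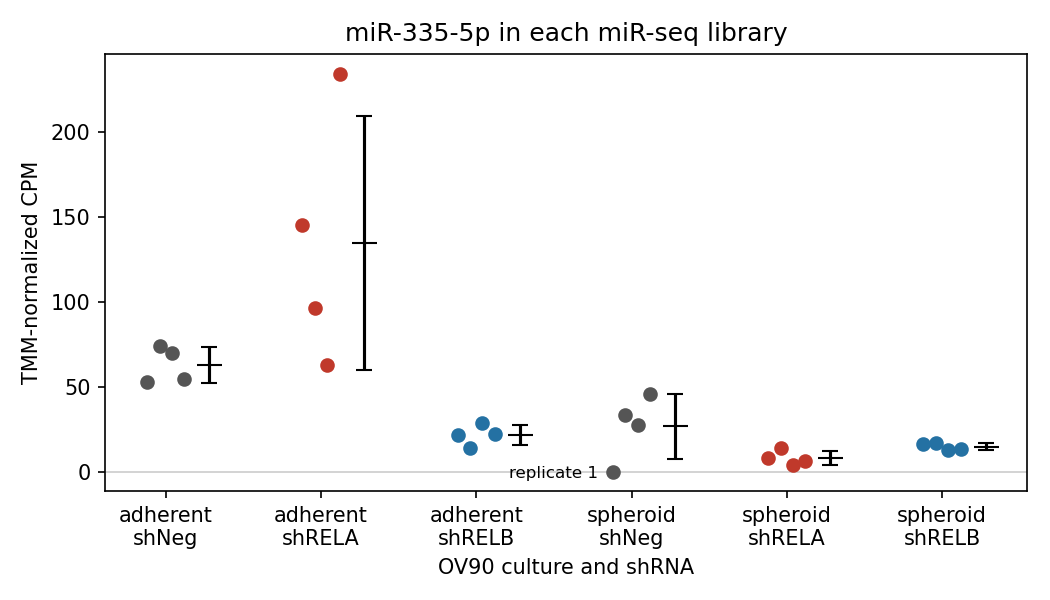
CPM of miR-335-5p (vertical axis) in the 4 libraries of each of the 6 groups, with the mean and SD. Adherent shRELA libraries spread from 62.7 to 234 CPM, and spheroid shNeg replicate 1 sits at 0 CPM.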

In adherent conditions, we observed an increased expression of miR-335-5p in OV90 with *RELA* knockdown (Figure 2D), which was greater than what was found in the miR-seq results with *RELA* knocked down. No change was observed with *RELB* knockdown. In ACI23 cells, there was a significant increase in miR-335-5p when *RELA* was knocked down in spheroid conditions and decreased expression when *RELB* was knocked down in adherent or spheroid conditions compared to the controls (Figure 2E). In OVCAR8 cells, we saw increased miR-335-5p expression when *RELA* was knocked down in both adherent and spheroid conditions like the OV90s but also significantly increased expression in spheroids with *RELB* knocked down (Figure 2F). Additionally, other candidate miRNAs listed were tested for their expression in OV90 cells initially, and the list was expanded to at least one other EOC cell line (Supplementary Figure S2). Taken together, these findings suggest that miR-452-5p and miR-335-5p are differentially expressed miRNAs in EOC when either *RELA* or *RELB* are silenced across adherent and/or spheroid conditions.

### 2.3. Inhibition of miR-452-5p and Mimicking miR-335-5p Affects EOC Sphere-Formation Capability

Our previous works have shown that silencing *RELA* or *RELB* decreases the sphere-formation ability of EOC cells [4]. To further assess the functional roles of miR-452-5p and miR-335-5p, we examined the ability of OV90 and OVCAR8 cells to form spheres after silencing either *RELA* or *RELB* and adding either a miR-452-5p inhibitor or miR-335-5p mimic at the maximal and minimal respective effective concentrations (Supplementary Figure S3). In OV90 spheres with miR-452-5p inhibited, sphere formation was significantly decreased in the shNeg control, *RELA*-silenced, and *RELB*-silenced cells compared to controls, which is consistent with its role as a tumor-promoting miRNA (Figure 3A). Notably, the effect of inhibiting miR-452-5p had a greater relative decrease on sphere formation in the control and *RELA*-silenced cells than in the *RELB*-silenced cells, as the *RELB*-silenced cells had the fewest number of formed spheres (Figure 3A). The knockdown of *RELA* and *RELB* achieved an estimated 70% reduction in *RELA* and *RELB* expression with inducible shRNA silencing (Supplementary Figure S1), which reduced miR-452-5p expression by approximately 60%. The addition of a miR-452-5p inhibitor has been shown to decrease the relative miR-452-5p expression by 50% (Supplementary Figure S3A). The combined inhibitor and shRNA silencing maximized the miR-452-5p inhibition, for which we observed the affected EOC function. To further validate these findings, we treated OV90 control or *RELA*-silenced cells with a miR-452-5p mimic to rescue the sphere-formation ability. We found that adding the mimic resulted in no significant changes in the number of formed spheres similar to controls in shNeg and *RELA*-silenced cells (Supplementary Figure S4A). In OVCAR8 cells, we observed a significant decrease in sphere-formation ability when the miR-452-5p inhibitor was added to cells with *RELB* silenced; there was a trend toward decreased sphere-formation ability after adding the inhibitor to control or *RELA*-silenced cells, which did not reach statistical significance (Figure 3B). The sphere-formation capability was restored to levels similar to control in OVCAR8 cells with *RELB*-silenced after adding a miR-452-5p mimic (Supplementary Figure S4B). After assessing the miR-452-5p inhibitor on EOC sphere formation, we looked at the effect of mimicking miR-335-5p on EOC sphere formation, based on its hypothesized role as a tumor suppressor. A decreasing trend in the number of spheres was noted more in the OVCAR8 cells than the OV90 cells when miR-335-5p was mimicked compared to the negative control, although it did not reach statistical significance (Figure 3C,D). Taken together, these results support the idea that combining the disruption of NF-κB signaling and modulating miRNA expression helps decrease the sphere-formation ability of EOC TICs.

### 2.4. miR-452-5p and miR-335-5p Differentially Affect EOC Spheroid Viability

We have previously shown that disrupting NF-κB activity decreased the viability of EOC cells grown in spheroid conditions [4]. We sought to characterize the cell viability of EOC cell viability containing *RELA or RELB* knockdown when miR-452-5p and miR-335-5p were inhibited and mimicked, respectively. Consistent with the findings of the RT-qPCR for OV90s, the effect of inhibiting miR-452-5p was pronounced in spheroids with *RELA* and *RELB* knockdown, showing significant reduction in viability compared to negative controls (Figure 4A). The viability of the *RELB*-knockdown spheroids was rescued by restoring miR-452-5p expression by using a mimic; unexpectedly, however, viability was not restored with the miR-452-5p mimic and was further decreased in *RELA*-knockdown spheroids (Figure 4A). Consistent with our previous results [4], we found silencing *RELA* caused a decreased trend in viability compared to *RELB* silencing relative to the shNeg control (Supplementary Figure S4C). In the OVCAR8 cells, spheroid viability was significantly reduced with the miR-452-5p inhibitor in *RELA*-knockdown cells but not in the *RELB*-knockdown spheroids (Figure 4B), in which miR-452-5p levels were reduced the most by qRT-PCR. In assessing the role of miR-335-5p, the viability decreased in OV90 cells with *RELA* silenced (Supplementary Figure S5A). However, mimicking miR-335-5p in OV90 cells significantly increased viability in cells with *RELB* silenced, as well as in shNeg control cells (Supplementary Figure S5A). Upon addition of a miR-335-5p inhibitor, the viability was reduced to levels similar or less than the negative control (NC) condition in both the OV90 *RELB*-silenced and shNeg control cell lines, while the inhibitor rescued the viability effect in OV90 *RELA*-silenced cells (Supplementary Figure S5A). In OVCAR8 spheroids transfected with the miR-335-5p mimic, we observed significantly reduced viability in the *RELB*-knockdown spheroids, which was restored to control when a miR-335-5p inhibitor was used (Supplementary Figure S5B). No significant change in spheroid viability was observed upon adding the miR-335-5p mimic to *RELA*-silenced or shNeg cells; however, the viability was rescued upon the addition of a miR-335-5p inhibitor in *RELA*-silenced cells (Supplementary Figure S5B). These results suggest that the combination of silencing *RELA* and inhibiting miR-452-5p in both OV90s and OVCAR8 cells seems to affect EOC cell viability the greatest, while mimicking miR-335-5p affects viability differently based on the cell line, suggesting a cell-line-specific effect of miRNA expression and viability in spheroids.

### 2.5. miR-452-5p and miR-335-5p Hold No Overall Significant Effect on Anchorage-Independent EOC Colony Formation

Next, we assessed the ability of EOC cells to grow in an anchorage-independent manner by using a soft agar platform. In OV90 cells, the addition of the miR-452-5p inhibitor resulted in a significant decrease in colonies formed when *RELA* was silenced when compared to its control (Supplementary Figure S6A). No significant changes in colony formation were observed in OVCAR8 cells with *RELA* or *RELB* silenced; the only significant decrease in formed colonies was observed from the shNeg control with the addition of an miR-452-5p inhibitor (Supplementary Figure S6B). No significant changes in colony formation were observed in either OV90 or OVCAR8 cells upon addition of the miR-335-5p mimic (Supplementary Figure S6C,D). Taken together, these findings suggest that when combined with disrupted NF-κB activity, miRNA modulation has a greater effect on some EOC properties such as sphere-formation ability than others such as colony formation.

### 2.6. miR-452-5p Holds a Greater Effect Than miR-335-5p in Targeting TIC Function by Modulating ALDH Activity

In previous works, we have delineated the roles of *RELA* and *RELB* in sustaining the ovarian cancer TIC stem-cell like population while showing that enhanced ALDH activity is a marker for TICs [1,4]. Here, we assessed the roles of miR-452-5p and miR-335-5p on TIC function by measuring ALDH activity in OV90 cells containing either the *RELA* or *RELB* knockdown. For this assay, we did not use OVCAR8 cells, as these cells express low levels of ALDH [1]. In assessing miR-452-5p function on ALDH activity, adding the miR-452-5p inhibitor to *RELA*-silenced cells significantly decreased the percentage of ALDH+ cells compared to cells containing the *RELA* knockdown alone. No significant changes in ALDH activity were observed in *RELB*-silenced cells transfected with the miR-452-5p inhibitor (Figure 5A). Additionally, the addition of a miR-452-5p mimic did not significantly change the percentage of ALDH+ cells back to levels similar to the control in *RELA*-silenced cells (Figure 5B). We next determined the effect of mimicking miR-335-5p on ALDH activity when either *RELA* or *RELB* was silenced. No significant changes in the percentages of ALDH+ cells were observed when *RELA* or *RELB* was silenced and miR-335-5p mimic was added (Supplementary Figure S4D). Taken together, these findings suggest inhibiting miR-452-5p in conjunction with *RELA* silencing most effectively decreases the percentage of ALDH+ cells and serves as a relatively strong target against the broader spheroid population.

### 2.7. SOX7 Is a Target Downstream of miR-452-5p and Its Expression Is Altered in Spheroid EOC Cells

We examined the functional activities of miR-452-5p and miR-335-5p in combination with *RELA* or *RELB* silencing in EOC cells. We observed the consistent effects of miR-452-5p inhibition with RELA silencing on EOC spheroids, whereas the effects of miR-335-5p were variable. This prompted further investigation of the downstream targets of miR-452-5p. Using the miRNA databases microRNA Data Integration Portal (mirDIP) [14,15], we identified and tested the expression of several possible targets of miR-452-5p by using qRT-PCR, including *CDKN1B*, *BEND6*, *BMI1*, *HEYL*, and *SOX7* (Figure 6A). The integrated score from mirDIP represents the confidence scores from their available predictions. Additionally, we found that the miRDB database listed *SOX7* as a target of miR-452-5p with a target score of 81, representing the confidence in the predicted targeting of *SOX7* by miR-452-5p [16,17]. From these results, we selected *SOX7* to further study as a candidate target of miR-452-5p. Furthermore, TargetScanHuman prediction software [18,19] identified the proposed binding site for miR-452-5p on the 3′ UTR of *SOX7* mRNA at nucleotide positions 1845–1852 (Figure 6B). The protein expression of *SOX7* in ovarian cancer was quantified by using immunohistochemistry data from the Human Protein Atlas [20] (proteinatlas.org), in which most cases had a “low” or “not detected” expression of *SOX7* (Figure 6C). In testing the *SOX7* expression in EOC cells, qRT-PCR analysis showed a significant decrease in OVCAR8 cells containing the miR-452-5p mimic (Figure 6D). We also noted a decreasing trend in *SOX7* expression in OV90 cells containing the miR-452-5p mimic as well (Figure 6E). Taken together, these results indicate that miR-452-5p targets and decreases the expression of *SOX7* in EOC, further suggesting a mechanism of *SOX7* regulation through miR-452-5p.

## 3. Discussion

The EOC stem cell population has been associated with a poor prognosis in ovarian cancer, as it promotes chemoresistance, cancer cell invasion, and metastasis. Therefore, studies aimed at targeting these cells are critical for creating lasting therapeutic approaches in EOC. In this study, we examined differential miRNA expression in EOC regulated by NF-κB signaling; we compared the efficacy of disrupting *RELA* or *RELB* signaling and modulating miR-452-5p or miR-335-5p expression on several functional TIC properties. Our results support the proposed roles of miR-452-5p as a tumor-promoting miR and miR-335-5p as a tumor suppressor, each of which are regulated downstream of NF-kB signaling.

From the miR-seq data, we found silencing *RELA* or *RELB* gave rise to a unique set of differentially expressed miRNAs across traditional adherent cell culture and TIC-enriching spheroid culture conditions. 

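Whether a change differed between the cultures was tested directly, as an interaction of knockdown and culture in edgeR's quasi-likelihood test. The response to RELA knockdown differed for 69 miRNAs, with a higher log2 fold change in spheroid cells for 39 and a lower one for 30. For RELB knockdown it differed for 77, higher for 42 and lower for 35. Of these, 64 and 68 had a mean of at least 10 CPM. The RELA count moved most, to 109, and the RELB count to 129, at an FDR threshold of 0.05. When only the groups compared were fitted, the counts were 43 and 60. The share with a higher log2 fold change in spheroids was 56.5% and 54.5% with TMM, 34.8% and 41.9% with median-ratio size factors, and 27.5% and 19.1% with library totals alone, chosen after seeing the data.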

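The spheroid libraries held fewer counts than the adherent libraries, so the calls were also counted at equal total counts. This does not even out the low number of miRNAs detected in spheroid shNeg replicate 1, and 1094 miRNAs were tested. With every library thinned at random to 959141 counts, the smallest total, 28 miRNAs were differentially expressed with RELA knockdown and 46 with RELB knockdown in adherent cells, against 117 and 105 in spheroid cells. When only the groups compared were fitted, however, more miRNAs were called in adherent than in spheroid cells with RELB knockdown. This stayed so when spheroid shNeg replicate 1 was also left out, a setting chosen after seeing the data, with 98 calls in spheroid cells with RELB knockdown and 111 with RELA knockdown. The difference between the counts was not itself tested.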

We observed an increased number of differentially expressed miRNAs in spheroid conditions than adherent conditions by miR-seq and noted similarities in the differential miRNA expression in our study with miRNAs expressed in other ovarian cancer models. The differential miRNA expression of two-dimensional adherent or three-dimensional spheroid culture conditions in an SKOV3-ipl model were previously reported [21]; their study identified 71 up-regulated and 63 down-regulated miRNAs. In that study, hsa-miR-34a-5p was up-regulated in 3D-sphere-cultured SKOV3-ipl cell lines, and we observed its upregulation in OV90 spheres. 

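miR-34a-5p comes from the MIR34A hairpin on chromosome 1 (9151668 to 9151777, minus strand, GRCh38.p14), in an exon of MIR34AHG. In spheroids it had 1004 ± 385 CPM (SD, n = 4) with shNeg, 2657 ± 380 with shRELA and 3188 ± 294 with shRELB. The log2 fold changes against spheroid shNeg were 1.40 (standard error 0.21, FDR 2.98e-06) and 1.67 (standard error 0.21, FDR 1.11e-07) in edgeR's quasi-likelihood test. In adherent cells it had 2132 ± 175 CPM with shNeg, and the log2 fold change was 0.72 with RELA knockdown (FDR 0.0190, edgeR's quasi-likelihood test), not a call, and 1.49 with RELB knockdown. Between the shNeg groups, it was lower in spheroid than in adherent cells, with a log2 fold change of −1.09 (standard error 0.20, FDR 2.76e-05, the same test). It was −0.87 without spheroid shNeg replicate 1, short of the fold change threshold, as it also was over miRNAs with a mean of at least 10 CPM, with median-ratio size factors (−0.97) and with DESeq2 (−0.97). The median log2 fold change between the shNeg groups over miRNAs with at least 10 CPM was −0.54 with TMM, −0.41 with median-ratio size factors and −0.09 with library totals alone, the last chosen after seeing the data.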

The presence of these miRNAs renders them strong candidates to study due to their expression trending in the same direction across different ovarian cancer cell lines grown in spheres. This also suggests a crucial role of miRNA expression in the maintenance and survival of TIC-enriched spheroid cell populations, and further work should examine these spheroid-specific miRNAs.

We were interested in dissecting out the miRNAs regulated by the NF-κB pathways. We identified 274 miRNAs within both *RELA* and *RELB* knockdowns shared between the pathways in the TIC-enriched spheroid condition, but we investigated those that were exclusively altered in response to the silencing of either pathway. 

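The calls of the spheroid comparisons summed to 258 here, on 198 distinct miRNAs, since those shared by both knockdowns are counted in each. With RELA knockdown, 77 miRNAs were called that were not called with RELB knockdown, and 61 with RELB knockdown that were not called with RELA knockdown. A call in only 1 of the comparisons does not show that the responses differ, and that difference was not tested. The paper's 274 is the sum of the paper's own spheroid counts.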

From this, miR-452-5p and miR-335-5p were selected for consistent expression changes across EOC cell lines, as well as for largely reflecting the miR-seq trends. 

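As a check that does not rest on the scaling of whole libraries, both miRNAs were also set against miR-30e-5p, the reference of the study's qRT-PCR, within each library, with 0.5 counts added. miR-30e-5p itself was not called in any of the 4 knockdown comparisons, with log2 fold changes of 0.47, −0.12, 0.20 and 0.24. It was not steady in adherent shRELA, at 1130 to 2534 CPM against 1179 to 1332 with adherent shNeg. The adherent RELA ratios therefore also carry the change of miR-30e-5p. With mean CPM of at least 10, the spheroid RELA value of miR-30e-5p was −0.02, and with library totals alone, chosen after seeing the data, the spheroid values were −0.21 and −0.04. Relative to miR-30e-5p, miR-452-5p changed by −3.79 and −1.20 on the log2 scale in adherent and −3.73 and −1.88 in spheroid cells, in the order RELA and RELB. Each was p = 0.0286 in a 2-sided exact permutation test, the smallest p that 4 libraries against 4 allow. The spheroid values without spheroid shNeg replicate 1 were −3.01 and −1.15. With at most 3 counts of miR-452-5p in every spheroid shRELA library, the spheroid RELA values depend on the 0.5 added and are no bounds. miR-335-5p changed by 0.54 (p = 0.0571) and −1.45 (p = 0.0286) in adherent cells by the same exact test. In spheroid cells it changed by −0.83 (exact p = 0.714) and 0.13 (exact p = 1). Without spheroid shNeg replicate 1 these were −2.33 and −1.37, each with an exact p of 0.0286, the smallest that 3 against 4 allow.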

The similar miRNA expression trends observed in these cell lines reaffirmed our approach in identifying robust miRNA targets for further characterization.

Based on our current understanding of *RELA*/*RELB* signaling in promoting ovarian cancer proliferation and stem-cell phenotypes [4], the decreased expression of has-miR-452-5p when *RELA* or *RELB* are silenced across OV90, OVCAR8, and ACI23 cells suggests an oncogenic function. Notably, in *RELA*-knockdown cells, adding a miR-452-5 inhibitor caused significant decreases in ovarian cancer cell viability, sphere formation, and percentage of ALDH+ cells. The oncogenic role of miR-452-5p has also been reported in other cancer models including colorectal [9], renal [22], and hepatocellular carcinoma [10]. miR-335-5p has been regarded as a tumor suppressor in cancer models such as gastric [13] and ovarian cancer [23,24]. Interestingly, the upregulation of miR-335-5p increased cisplatin sensitivity within A2780/DDP cell lines [23], abrogating the chemoresistance associated with ovarian cancer stem cells. We observed similar tumor suppressive characteristics of miR-335-5p across several ovarian cancer cell lines silenced for *RELA*/*RELB*. The notable increase in miR-335-5p expression when *RELA* was silenced in OV90s, OVCAR8s, and ACI23 cells supports the idea of either *RELA* or *RELB* contributing to the transcriptional downregulation of miR-335-5p. The increase in miR-335-5p when *RELB* was silenced in OVCAR8 cells, however, suggests that the expression patterns could vary between cell lines and miR-335-5p may be a shared target of both *RELA* and *RELB*. Additionally, the transcriptional regulation by NF-κB proteins on miR-335-5p may occur indirectly through other intermediates rather than a direct binding of the NF-κB proteins onto the miR-335-5p promoter as seen with *RELA* and miR-452-5p [22]. Overall, the observed decrease in miR-452-5p and increase in miR-335-5p expression with *RELA*/*RELB* silencing suggests these targets lie downstream of NF-κB signaling and are regulated by these transcription factors.

Inhibition of miR-452-5p in cell lines silenced for *RELA* functionally attenuated the viability, sphere formation, and ALDH+ population to a greater extent than *RELA* silencing alone. In addition to prior work from our group noting the marked effect of *RELB* signaling on the TIC population [4], we found that combining the miR-452-5p inhibition with *RELA* silencing affected TIC functionality at levels similar to the *RELB*-silenced cells alone, notably in sphere-formation ability and ALDH activity. This is likely due to *RELA* partly constituting the canonical NF-κB signaling pathway, which can be activated by multiple stimuli and could contribute to its dysregulation in a tumor microenvironment [25]. It could also suggest that miR-452-5p has some degree of direct regulation by *RELA* and not *RELB*. One study demonstrated that RelA/p65 could bind to the promoter of miR-452-5p and induce its expression in metastatic renal cell carcinoma, subsequently contributing to renal cell carcinoma invasion and metastasis [22].

Efforts at further identifying and characterizing the target genes regulated by miRNAs such as miR-452-5p will enhance our understanding of the role miRNAs hold in promoting EOC growth and metastasis. Our study found a decreasing trend in *SOX7* expression upon mimicking miR-452-5p. In the greater context of ovarian cancer, *SOX7* has been regarded as a tumor suppressor and a potential negative regulator of the Wnt pathway [26]. Additionally, work conducted by Zheng and colleagues noted that the upregulation of miR-452-5p in patient hepatocellular carcinoma tissues promoted a poor prognosis, partly through increasing chemoresistant properties of hepatospheres. Furthermore, they affirmed the direct targeting of *SOX7* by miR-452-5p by using luciferase reporter assays, while also suggesting that the inhibition of *SOX7* occurs in conjunction with Wnt/β-Catenin pathway activation [27]. While these works suggest a mechanistic link between *SOX7* and Wnt/β-Catenin activity, our future work will build on these by investigating the role miR-452-5p holds in regulating *SOX7* and its downstream targets. This knowledge will support further development of therapeutic agents targeting this signaling axis to improve the outcome of women with EOC.

## 4. Materials and Methods

### 4.1. Reagents

Lipofectamine RNAiMAX transfection reagent; TaqMan^®^ Advanced miRNA Assays (ThermoFisher Scientific, Waltham, MA, USA); miR-452-5p, miR-335-5p, and miR-30e-5p probes; mirVana™ miRNA hsa-miR-452-5p inhibitor (Assay ID MH12509); hsa-miR-452-5p mimic (Assay ID MC12509); hsa-miR-335-5p mimic (Assay ID MC 10063); hsa-miR-335-5p inhibitor (Assay ID MH10063); miRNA inhibitor; and mimic negative controls were from ThermoFisher Scientific (Waltham, MA, USA). RelB antibody (C1E4) was from Cell Signaling Technologies (Danvers, MA, USA). RelA (p65) antibody (10815) was from Santa Cruz Biotechnologies (Dallas, TX, USA), GAPDH antibody (MAB374) was from Millipore Sigma (Burlington, MA, USA).

### 4.2. Cell Lines and Culture Conditions

Ovarian cancer lines OV90 and OVCAR8 were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA) and were cultured in RPMI 1640 (Thermo Fisher Scientific, Waltham, MA, USA) medium containing 10% (*v*/*v*) fetal calf serum (FCS), penicillin (100 units per mL), and streptomycin (100 units per mL). ACI23 from Dr. John Risinger and Memorial Health University Medical Center, Inc., were maintained in Dulbecco’s Modified Eagle Nutrient Mixture F-12 (DMEM/F12) medium (Gibco, Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 10% FBS, 2 mM L-glutamine and penicillin (100 units per mL), and streptomycin (100 units per mL). shRNA negative, *RELA*, and *RELB* constructs were transfected into OV90 and OVCAR8 cell lines; the induction of *RELA* and *RELB* knockdown occurred after the addition of doxycycline (dox) at a 1:1000 ratio for 72 h. TIC-enriching spheroid culture conditions have been previously described [28]. Briefly, spheroids were generated by maintaining cells in ultra-low attachment (ULA) plates or flasks (Corning, Corning, NY, USA) in defined medium. Experiments involving the TIC-enriched spheroid populations were grown for 3 days in defined medium in ULA plates before treatments were performed. All cultures were maintained at 37 °C in 5% CO_2_.

### 4.3. RNA Extraction and miR-Seq Analysis

Ovarian cancer cell lines were cultured in adherent conditions, and RNA was harvested according to the manufacturer’s instructions (74104, Qiagen, Germantown, MD, USA). miRNA sequencing libraries were prepared by using the QIAseq miRNA Library Kit (Qiagen, Germantown, MD, USA) as follows: A pre-adenylated DNA adapter was ligated to the 3′ ends of miRNAs, and an RNA adapter was ligated to the 5′ end of mature miRNAs. Then, universal cDNA synthesis occurred, in which the reverse transcription (RT) primer contains an integrated unique molecular index (UMI). The RT primer binds to a region of the 3′ adapter and facilitates conversion of the 3′/5′ ligated miRNAs into cDNA while assigning a UMI to every miRNA molecule. During RT, a universal sequence is also added that is recognized by the sample indexing primers during library amplification. After RT, a cleanup of the cDNA is performed by using a streamlined magnetic bead-based method, followed by library amplification. The final purified product was then quantitated by qPCR before cluster generation and sequenced on Illumina NextSeq sequencer with 76 bases single-end reads run set up. The sequencing run was demultiplexed by using Illumina Bcl2fastq v2.20.

The sequencing quality of single-end miR-seq reads was assessed per sample by using FastQC (version 0.11.5) [29] prior to adapter trimming with Cutadapt (version 1.18) [30]. Read quality was subsequently re-evaluated with FastQC, in addition to Kraken (version 1.1) [31] for potential contamination and FastQ Screen (version 0.9.3) [32]. miRDeep2 (version 2.0.0) [33] was then used initially to align sequences to mapped reads available through the miRBase (version 22) [34] reference for the GRCh38 human genome and then used to identify potentially novel microRNA sequences; total reads were subsequently normalized to counts per million. Differential expression in miRNAs was analyzed by using edgeR (version 3.28.1) [35,36]; significantly differentially expressed miRNAs were identified as those with a false discovery rate below 0.01 and an absolute fold change difference greater than 2. miRseq data are deposited in the Gene Expression Omnibus, accession number GSE230678.

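The paper's text does not name which of edgeR's tests was used, the terms of the model or the number of replicates. With the FDR threshold alone, edgeR's quasi-likelihood test gave 43 miRNAs with RELA and 71 with RELB knockdown in adherent cells, and 161 and 151 in spheroid cells. With edgeR's likelihood ratio test and both thresholds, the counts were 42, 95, 175 and 156 in the same order. DESeq2's Wald test gave 38, 88, 161 and 138, and limma on log2(CPM + 1) gave 29, 60, 156 and 131. On counts simulated from these libraries with 200 miRNAs changed by known amounts, of which 191 were tested, the quasi-likelihood test recovered 121 and called none of the unchanged miRNAs. Of the 85 changed miRNAs with at least 10 CPM it recovered 84. Every simulated change was larger than the fold change threshold, and the counts were drawn from the distribution that the test assumes. Recovery of smaller changes in the real libraries is thus not shown.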

### 4.4. qPCR Analysis of miRNAs and Downstream Targets

Total RNA was isolated from cells by using the miRNeasy Mini Kit (Qiagen, Germantown, MD, USA). cDNAs were generated by using the TaqMan Advanced miRNA cDNA Synthesis Kit (ThermoFisher Scientific, Waltham, MA, USA). For downstream targets, cDNA was generated by using the High-Capacity cDNA Reverse Transcription Kit (ThermoFisher Scientific, Waltham, MA, USA). The qPCR was carried out by using a ViiA 7 Real-Time PCR system that used a fast 96-well format (Applied Biosystems, Thermo Fisher Scientific, Waltham, MA, USA). Target probes are listed in Supplementary Table S1. The expression levels of target miRNAs were normalized to hsa-miR-30e-5p, an endogenous miRNA control, while the expression levels of *SOX7* (ThermoFisher Scientific Assay ID: Hs00846731_s1) was normalized to GAPDH. Both analyses were conducted by using the 2^−ΔΔCt^ method. Data were collected in triplicate and plotted as the mean with standard deviation (SD). An analysis was performed by using an unpaired *t*-test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, n.s.—non-significant as compared to Adh or TIC shNeg control.

### 4.5. Transfection of miRNA Inhibitor or Mimic

Adherent cells (2 × 10^5^ cells/well) in 6-well tissue culture plates were transfected with miRNA mimic or were mimic-negative at 1 or 0.1 pM final concentration, or were transfected with inhibitor or were inhibitor-negative at 90 pM final concentration. These concentrations were used after validation by using RT-qPCR analysis (Supplementary Figure S3). Transfection mixes containing the miRNA, Lipofectamine^®^ RNAi MAX Reagent (Thermo Fisher Scientific, Waltham, MA, USA) in 2 mL Opti-MEM^®^ medium (Invitrogen; Thermo Fisher Scientific, Waltham, MA, USA) were added to individual wells, and cells were incubated overnight. The medium was replaced with RPMI, and cells were allowed to recover for 24 h before subsequent experiments. This was also used for spheroid cells growing in 6-well ultra-low attachment tissue culture plates in stem cell media.

### 4.6. Cell Viability

Cell viability was measured as previously described [1,8] by using CellTiter-Glo (Promega, Madison, WI, USA) according to the manufacturer’s instructions. The analysis was performed by using a two-way ANOVA and Dunnett’s multiple comparisons test. ** *p* < 0.01, **** *p* < 0.0001, n.s.—non-significant as compared to the negative control (NC) within each cell line (shNeg, shRelA, shRelB)

### 4.7. Colony Formation

Colony formation was measured by soft agar assay according to the manufacturer’s instructions (Cell Biolabs, San Diego, CA, USA). Briefly, cells were transfected with negative control or miRNA inhibitor 48 h before plating for colony formation, where a base layer of agar was plated and allowed to solidify before adding the cell-agar layer. The agar layers were topped up with doxycycline-containing media, which was refreshed every 72 h. After 7 days, following the lysis protocol, fluorescence was measured by using a SpectraMax ID3 plate reader (Molecular Devices LLC, San Jose, CA, USA). Data are plotted as mean with SEM and were analyzed by using an unpaired *t*-test. * *p* < 0.05, ** *p* < 0.01, n.s.—non-significant as compared to shNeg, shRelA, or shRelB negative control.

### 4.8. Sphere-Formation Assay

Sphere-formation capability was measured and analyzed by using the methodologies presented in [1] by plating and simultaneously transfecting either OV90 or OVCAR8 cells at 2000 cells/well in a 6-well ULA plate (Corning, Corning, NY, USA). The media was reverted to stem cell media 24 h post-transfection. These cells were re-transfected 72 h after the initial transfection and moved to a 96 well ULA plate with doxycycline-containing media for 72 h. After 7 days after the initial transfection, the sphere-formation capability was measured and analyzed by using the methodologies present in [1]. Analysis was performed by using an unpaired *t*-test. * *p* < 0.05, ** *p* < 0.01, n.s.—non-significant as compared to shNeg, shRelA, or shRelB negative control

### 4.9. ALDH Activity by Flow Cytometry

ALDH activity was determined by using ALDEFLUOR (Stem Cell Technologies, Seattle, WA) according to the manufacturer’s instructions and as described [1,4,8]. Graphs represent data from three independent experiments (*n* = 3) and are plotted to indicate mean with SD. An analysis was performed by using an unpaired *t*-test. ** *p* < 0.01, n.s.—non-significant as compared to negative control.

### 4.10. Western Blot Analysis

Western blot analysis to confirm knockdown of *RELA* or *RELB* in OV90, ACI23, and OVCAR8 cell lines was performed as described in [1], and the results of *RELA* or *RELB* knockdown are shown in Supplementary Figure S1.

### 4.11. Statistical Analysis

All experimental figures and their statistical analyses were conducted by using GraphPad Prism 8 software (GraphPad, San Diego, CA, USA) using the *t*-test or two-way ANOVA functionality.

## 5. Conclusions

From this study, we identified two miRNAs, miR-452-5p and miR-335-5p, which are differentially expressed in EOC lines containing either *RELA* or *RELB* knockdown in either adherent or spheroid conditions. Based on our experimental validation of the miR-seq by using qRT-PCR and functional assays assessing viability, sphere formation, and ALDH activity, we concluded that miR-452-5p possesses oncogenic properties. Our experimental validation of miR-335-5p noted its increased expression in several EOC cell lines when *RELA* was silenced, indicating its potential tumor suppressive role. Functionally, the use of a miR-335-5p mimic in conjunction with *RELA* and *RELB* silencing significantly affected cell viability. Other assays such as sphere formation showed a decreasing trend in formed spheres when miR-335-5p was mimicked, while no change was noted in ALDH activity or colony formation. The miR-452-5p inhibitor with *RELA* and *RELB* silencing holds the greatest effect in attenuating EOC functionality. To further elucidate targets that are downstream of miRNAs in EOC, we found *SOX7* as a downstream target of miR-452-5p. When EOC cells were transfected with a miR-452-5p mimic, the *SOX7* expression decreased, further affirming the oncogenic properties of miR-452-5p and its ability to regulate *SOX7*, which is regarded as a tumor suppressor in the existing literature. Further characterization of *SOX7* and other gene targets downstream of miR-452-5p will help identify therapeutic approaches to hamper EOC progression.

## Figures and Tables

**Figure 1:**
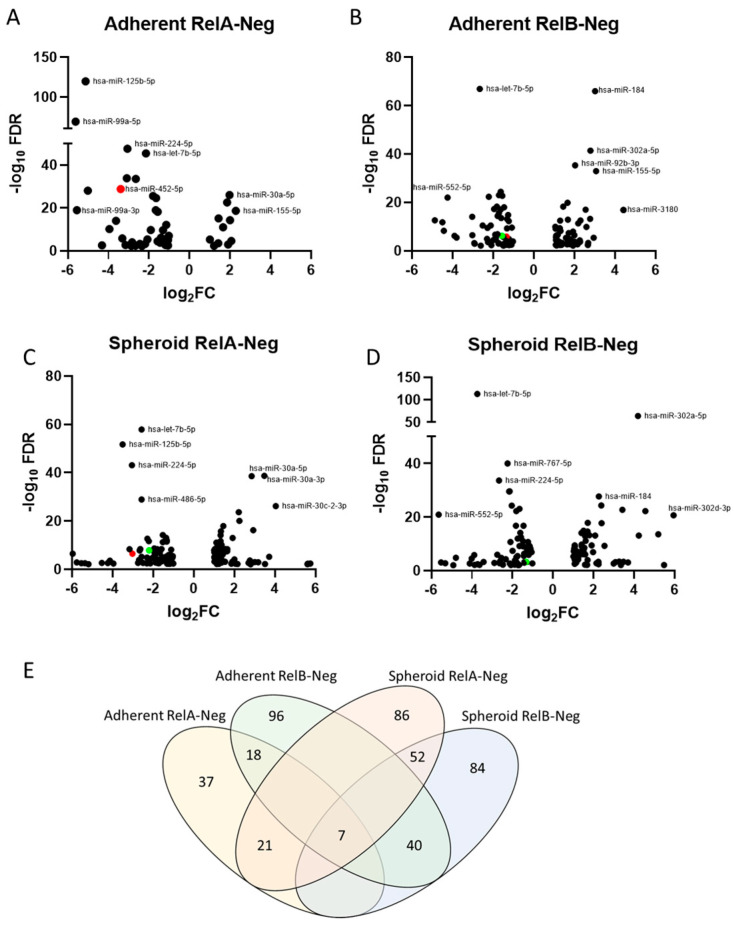
Volcano plot of differentially expressed miRNAs plotted with respect to the log_2_ Fold change (log_2_FC) and −log_10_ False discovery rate (−log_10_FDR) in OV90 cells with: (**A**) *RELA*-knockdown cells grown adherently, (**B**) *RELB*-knockdown cells grown adherently, (**C**) *RELA*-knockdown cells grown in spheroid conditions, (**D**) *RELB*-knockdown cells grown in spheroid conditions. The candidate miRNAs for this study, hsa-miR-452-5p and hsa-miR-335-5p, are identified as red and green circles, respectively. (**E**) Venn diagram of differentially expressed miRNAs in each condition.

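Between the cultures, 18 miRNAs were differentially expressed with RELA knockdown in both adherent and spheroid cells, 7 up-regulated and 11 down-regulated in both. With RELB knockdown 24 were, 10 up-regulated and 14 down-regulated in both. Across all tested miRNAs, the log2 fold changes of the cultures had a Spearman correlation of 0.14 with RELA knockdown and 0.20 with RELB knockdown. These comparisons share no control libraries. Neither miR-452-5p nor miR-335-5p was among the miRNAs called in all 4 comparisons. Without spheroid shNeg replicate 1, 8 miRNAs were called in all 4, with miR-100-5p, miR-205-5p, miR-30c-2-3p and miR-335-5p added, of which miR-335-5p did not keep 1 direction. With no filter 7 were, and these included miR-452-5p. It was also called in all 4 with DESeq2 and without spheroid shNeg replicate 2, 3 or 4. The same held without spheroid shRELA replicate 4 or spheroid shRELB replicate 4. All these settings kept spheroid shNeg replicate 1, and in each fit tried without that library miR-452-5p was not called in all 4. Its absence from that set thus depends on the settings, and its presence on that library.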

**Figure 2:**
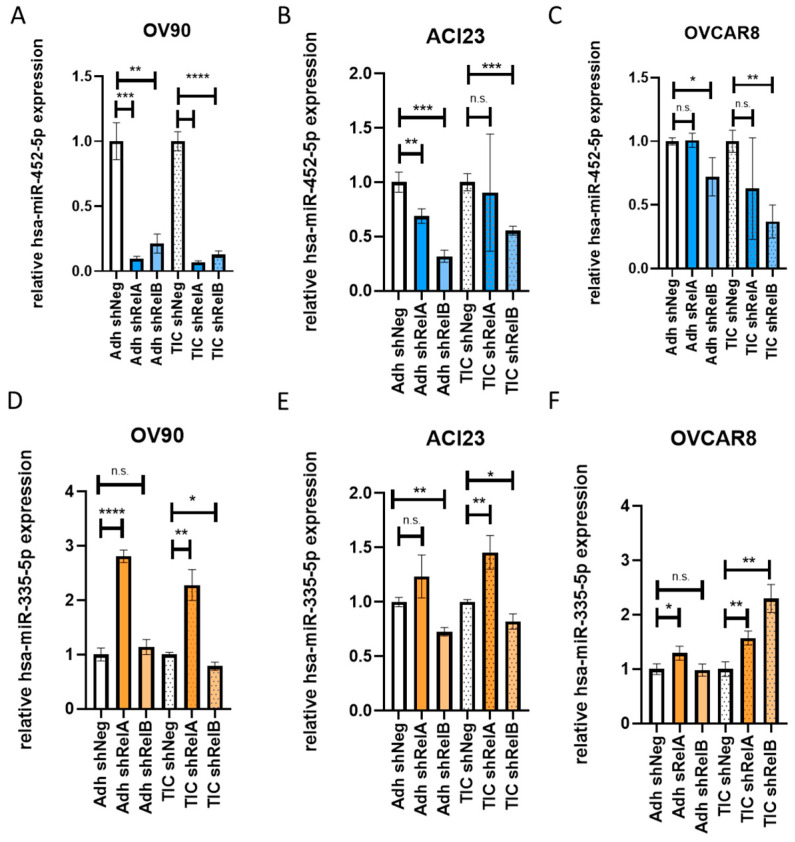
Examining the differential expression of candidate miRNAs in epithelial ovarian cancer cell lines. qRT-PCR analysis showed the expression of hsa-miR-452-5p across adherent (Adh) or tumor-initiating cell (TIC)-enriched spheroid conditions containing either the *RELA* or *RELB* knockdown in OV90 (**A**), ACI23 (**B**), and OVCAR8 (**C**) cell lines. qRT-PCR analysis also showed the expression of hsa-miR-335-5p across Adh or TIC conditions containing either *RELA* or *RELB* knockdown in OV90 (**D**), ACI23 (**E**), or OVCAR8 (**F**) cell lines. Data were collected in triplicate and plotted as the mean with standard deviation (SD). Analysis was performed by using an unpaired *t*-test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, n.s.—non-significant as compared to Adh or TIC shNeg control.

**Figure 3:**
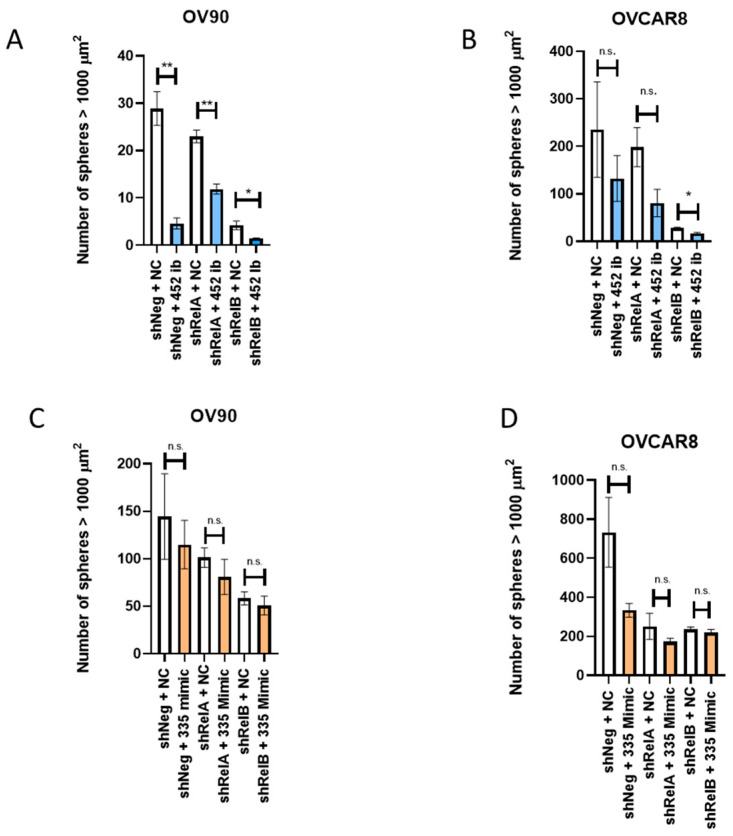
Sphere-formation capability of OV90 and OVCAR8 with either *RELA* or *RELB* silenced. Spheres with an area greater than 1000 square microns were quantified. (**A**) OV90 spheres were transfected with either negative control (NC) or hsa-miR-452-5p inhibitor (452 ib) at 90 pmol. (**B**) OVCAR8 spheres were transfected with either NC or 452 ib. (**C**) Addition of NC or hsa-miR-335-5p mimic (335 mimic) at 1 pmol to OV90 spheres or (**D**) OVCAR8 spheres. Data are plotted as mean with SEM. Analysis was performed by using an unpaired *t*-test. * *p* < 0.05, ** *p* < 0.01, n.s.—non-significant as compared to shNeg, shRelA, or shRelB negative control.

**Figure 4:**
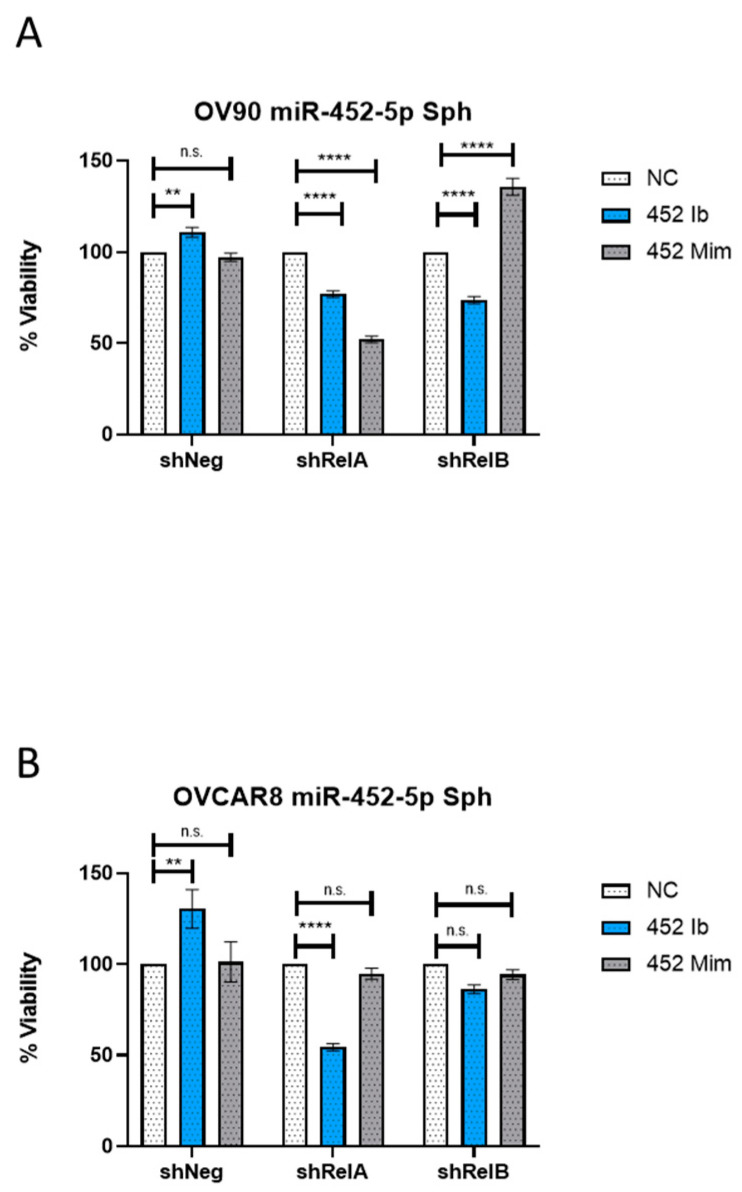
Measured cell viability of EOC cell lines containing silenced *RELA* or *RELB* with modulated miR-452-5p expression. (**A**) Viability of OV90 spheres silenced for either *RELA* or *RELB* and transfected with either 90 pmol of miR-452-5p inhibitor or 0.1 pmol miR-452-5p mimic. (**B**) Viability of OVCAR8 spheres that were silenced for either *RELA* or *RELB* and transfected with either 90 pmol of miR-452-5p inhibitor or 0.1 pmol miR-452-5p mimic. Graphs represent mean with standard error of mean (SEM). Analysis was performed by using a two-way ANOVA and Dunnett’s multiple comparisons test. ** *p* < 0.01, **** *p* < 0.0001, n.s.—non-significant as compared to the negative control (NC) within each cell line (shNeg, shRelA, shRelB).

**Figure 5:**
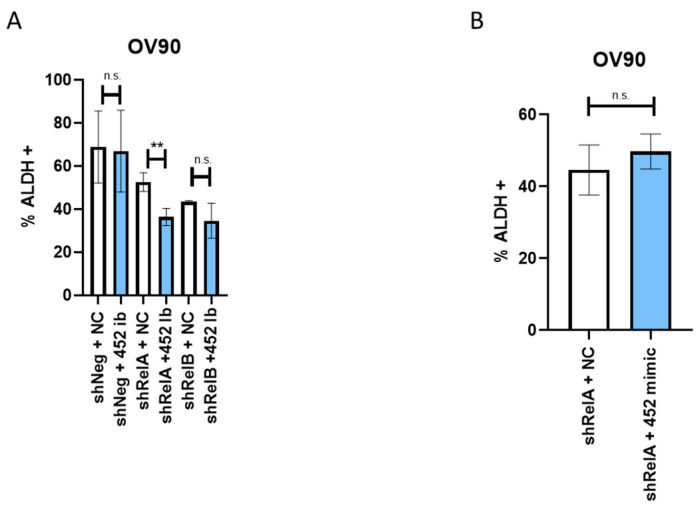
ALDH activity in OV90 EOC cells with silenced *RELA* or *RELB* after miRNA modulation. (**A**) Quantified percentages of ALDH+ cells in *RELA*- or *RELB*-silenced OV90 spheres after adding 90 pmol of either negative control (NC) or hsa-miR-452-5p inhibitor (452 Ib). (**B**) Quantified percentages of ALDH+ OV90 cells with *RELB* silenced and transfected with 0.1 pmol miR-452-5p inhibitor (452 Ib). Graphs represent data from three independent experiments (*n* = 3) and are plotted to indicate mean with SD. Analysis was performed by using an unpaired *t*-test. ** *p* < 0.01, n.s.—non-significant as compared to negative control.

**Figure 6:**
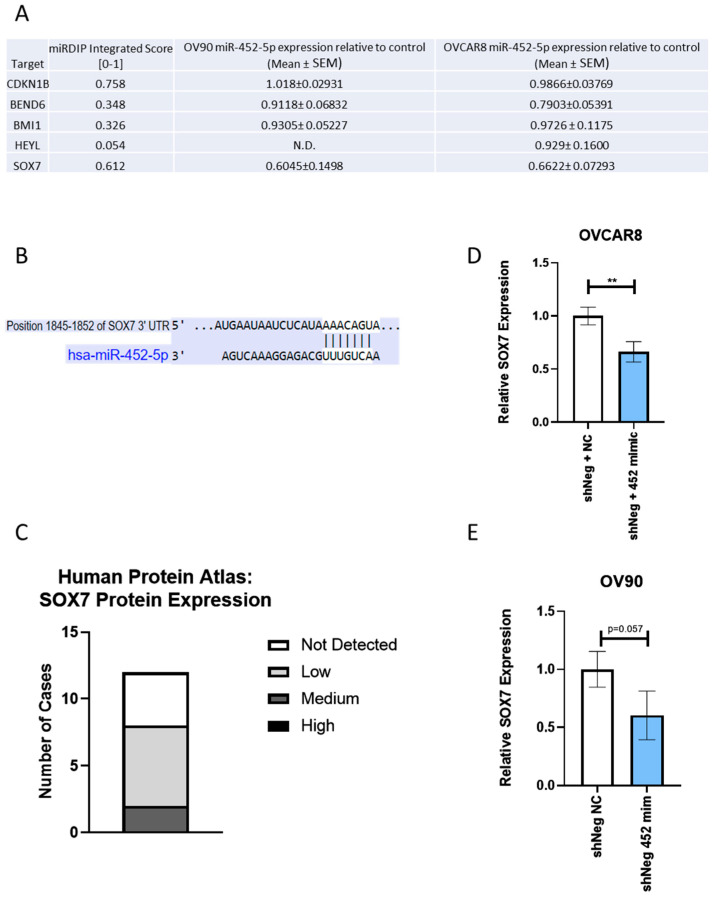
*SOX7* is a putative target downstream of miR-452-5p. (**A**) Table of potential targets downstream of miR-452-5p and their respective integration score from the miRNA Data Integration Portal (mirDIP). qRT-PCR analysis of downstream targets in OV90 and OVCAR8 cells transfected with 0.1 pmol of miR-452-5p mimic also listed as the Mean ± SEM relative to the shNeg + Negative control (NC) transfected cells. N.D. = not detectable. (**B**) Predicted consequential pairing of *SOX7* and miR-452-5p from TargetScanHuman miRNA prediction software. (**C**) Human Protein Atlas immunohistochemistry data displaying *SOX7* expression level by number of cases. (**D**) qRT-PCR analysis of relative *SOX7* expression using OVCAR8 and (**E**) OV90 TIC cDNA transfected with miR-452-5p mimic. Data were collected in triplicate and plotted as mean with SD. ** *p* < 0.01 as compared to shNeg negative control.

**Table 1:** Outline of nine differentially expressed candidate miRNAs from OV90 miR-seq data, along with their respective fold changes (FC) and false discovery rate (FDR) in spheroid conditions when either *RELA* or *RELB* is silenced. The candidate miRNAs that were further studied, hsa-miR-452-5p and hsa-miR-335-5p, are highlighted.

miRNA	Sph RelA-Neg FDR	Sph RelA-Neg FC	Sph RelB-Neg FDR	Sph RelB-Neg FC
hsa-miR-30a-3p	2.10 × 10^−39^	11.177	2.07 × 10^−18^	5.243
hsa-miR-30a-5p	2.58 × 10^−39^	7.229	1.52 × 10^−13^	2.993
hsa-miR-34a-5p	1.59 × 10^−10^	2.256	9.13 × 10^−15^	2.642
**hsa-miR-335-5p**	1.42 × 10^−8^	−4.593	6.07 × 10^−4^	−2.501
hsa-miR-155-5p	7.07 × 10^−17^	7.638	2.03 × 10^−23^	10.655
hsa-miR-200c-3p	4.53 × 10^−9^	2.553	5.00 × 10^−25^	5.205
**hsa-miR-452-5p**	3.79 × 10^−7^	−8.161	6.39 × 10^−2^	−1.956
hsa-miR-105-3p	5.89 × 10^−1^	−1.398	1.46 × 10^−3^	−7.445
hsa-miR-105-5p	3.77 × 10^−2^	1.384	5.44 × 10^−25^	−4.091

## Data Availability

All data are available in the main text or in the supplementary materials.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24097826/s1.

How the deposited data were processed for this re-analysis (not part of the article)

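Small RNA libraries of OV90 cells were analysed, 24 in all, from 6 groups of 4 replicates. The groups were shNeg, shRELA and shRELB cells in adherent culture and in spheroid culture, each given 1 µg/ml doxycycline for 72 h according to the sample labels. The labels call the shNeg samples wild type, and the titles and the paper were followed in taking them as the negative control shRNA. According to the methods, the authors sequenced the libraries on a NextSeq as single-end reads, trimmed adapters with Cutadapt and assigned reads to miRBase with miRDeep2. As deposited by the authors, each value is an estimated count per mature miRNA, not scaled for library size. The values were read as counts because library totals differ and most values are whole, although the table is titled as CPM and the methods speak of CPM. The library design includes UMIs, and the paper's text does not say whether they were collapsed. Of 2656 miRNAs, 843 had a count in no library. Values that were not whole, 3.04% of the non-zero values on 84 miRNAs, were rounded.

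The test was set before the data were examined, as limma if only CPM were available and as edgeR's quasi-likelihood test if counts were, so the latter was used. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. miRNAs with at least 1 CPM in at least 4 libraries were tested, 905 in all, which held at least 99.98% of the counts of each library. Counts were scaled by TMM and fitted with the 6 groups as the only term, with a common dispersion of 0.0888. Benjamini-Hochberg FDRs were taken over all miRNAs tested, and a call needed an FDR below 0.01 and an absolute fold change above 2. The comparisons were each knockdown against the shNeg libraries of its culture, spheroid against adherent shNeg, and the difference of each knockdown's change between the cultures. Standard errors were taken as the log2 fold change divided by the root of the F statistic. CPM values were scaled by TMM and are given as mean and SD of 4 libraries. Library totals ran from 959141 to 8283549. A count of 0 allows up to 3 counts. Where every library of a group had at most 3 counts, the fold change is given as a limit at 3 counts per library. The other group enters such a limit at its mean, without its spread.

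The miRNAs named are those that the paper names for its OV90 miR-seq data in its text, in Table 1 and in the labels of Figure 1A–D, and the qRT-PCR reference miR-30e-5p. The other arms of miR-452, miR-335, miR-155 and miR-224 were added, with the 2 highest and 2 lowest log2 fold changes of each knockdown comparison and of spheroid against adherent shNeg. The latter were taken among called miRNAs whose groups did not overlap and whose mean over all libraries was at least 10 CPM. Of those, miR-6821-5p had a mean just short of 10 in TMM-scaled CPM. Hairpin positions and sequences were taken from GRCh38.p14, matched by name for 902 of the 905 miRNAs. Ratios to miR-30e-5p were taken within each library with 0.5 counts added and tested with 2-sided exact permutation tests.

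The alternatives were no filter, a mean of at least 10 CPM, median-ratio size factors, limma on log2(CPM + 1), DESeq2's Wald test, edgeR's likelihood ratio test, the replicate number as a block, only the groups compared, other thresholds and each library of the groups compared left out in turn. Those chosen after seeing the data were library totals without TMM, the likelihood ratio test on the 23 libraries other than spheroid shNeg replicate 1, only the groups compared without that library, and each library of the groups not compared left out. Calls were tested against other splits of the libraries, with every split where there were 35 and 100 drawn for the differences between cultures. Unchanged groups were simulated 24 times with the shNeg libraries drawn anew and 24 times with those measured. For shared calls, the shNeg libraries were divided so that each knockdown had 2 of its own, and the RELB calls were shuffled 1000 times within 10 classes of abundance. The tests were also tested on simulated data with 200 changed miRNAs, 191 of them tested. All were changed by more than the fold change threshold. The quasi-likelihood test recovered 121, the likelihood ratio test 130, DESeq2 123 and limma 135. Raw reads, the qRT-PCR and the functional assays were not analysed here, and no library was left out of the values reported unless stated.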

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

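In this part, the test of depth for the low number of miRNAs in spheroid shNeg replicate 1, that library's share and depth in the comparison of the cultures, depth for the differences between the cultures and both tests of miR-335-5p were chosen after the result was seen, and the others were not.

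Within each group of 4, a library was set apart when the gap to its nearest neighbor, divided by the range of the group, passed Dixon's 95% critical value. This held for 18 of 127 groups of values, where chance gives about 1 in 20, or 6.35. Of the 18, 7 were spheroid shNeg replicate 1, and the values of 1 library are not independent of each other.

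In spheroid shNeg replicate 1, 432 miRNAs had a count, against 813 to 885 in the other libraries of its group. Of those 432, 7.41% had 1 to 5 counts, against 42.7% to 47.0%, and 37.2% of the miRNAs at 10 to 30 CPM in the others had no count, against at most 0.885%. Its mean correlation with the others was 0.903, where theirs were 0.943 to 0.948. miR-452-5p stood at 39.6 CPM against 6.16 to 8.42, let-7b-5p at 6196 against 3149 to 3652, and miR-675-5p at 0 against 2.05 to 2.29. Fewer reads are argued against, since replicates 2 and 4 had smaller totals (959141 and 1089942 counts) and replicate 3 was thinned to its total, and all still showed at least 813 miRNAs. A library of another group under a wrong label is argued against too, since its highest correlation with another group was 0.866 against 0.932 with its own, over 175 miRNAs. A candidate explanation is few starting molecules whose copies were counted as separate reads. Such copies would swell the squared deviation per expected count, which averaged 7.00 times that of the next library of its group at 100 to 1000 CPM (418 against at most 156 in the 20 libraries of other groups). By the median it was 4.05 times (87.4 against at most 71.3 in those 20 libraries), and the test had asked for at least 5 without naming the mean or the median. Few molecules and other causes thus cannot be told apart by this test. Why molecules would be few, whether in the culture or in the library preparation, stays open.

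The other 11 set apart are closer to the number chance gives. Adherent shNeg replicate 2 was the smallest library of its group (3797175 counts against 6203628 to 6624182), with 1043 miRNAs detected (1157 to 1172), 46.1% of them at 1 to 5 counts (43.1% to 43.3%) and a TMM factor of 0.988 (0.899 to 0.913). Adherent shRELB replicate 1 had 1171 miRNAs detected (1099 to 1103). miR-200c-3p in adherent shNeg replicate 4 was at 3264 CPM (3130 to 3151), and miR-224-5p in spheroid shRELA replicate 4 at 260.3 CPM (212 to 220). miR-100-5p stood at 24.6 CPM in spheroid shNeg replicate 4 (0 to 2.57). At the floor, miR-100-5p in spheroid shRELA replicate 2 (0.525 CPM), miR-552-5p in spheroid shRELB replicate 2 (0.997 CPM) and miR-675-5p in the same library (0.332 CPM) had 1, 3 and 1 counts where the others had none. No biological explanation was tested for these.

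Among the named miRNAs, the change with knockdown differed between the cultures in 19 tests on 15 miRNAs (interaction in edgeR's quasi-likelihood test, spheroid minus adherent). As log2 differences with RELA knockdown, they were 1.62 for miR-30a-3p, 1.91 for miR-200c-3p, 1.60 for miR-125b-5p, 3.27 for miR-99a-5p, −2.16 for miR-486-5p, 3.15 for miR-302d-3p and −2.87 for miR-335-5p. With RELB knockdown, they were 2.11 for miR-30a-3p, 1.06 for miR-30a-5p, 1.21 for miR-200c-3p, −1.32 for let-7b-5p, −1.05 for miR-184, 1.32 for miR-302a-5p, −1.50 for miR-92b-3p, −1.66 for miR-486-5p, 2.64 for miR-302b-3p and 2.64 for miR-32-3p. Also with RELB knockdown, they were −4.26 for miR-3180 (−3.46 without spheroid shNeg replicate 1) and 4.02 for miR-302d-3p. miR-3180 in adherent shNeg and miR-302d-3p in spheroid shNeg were at the floor, so those 3 fitted values are no bounds. Scaling argues against part of these: 17 of the 19 stayed called with median-ratio size factors and 13 with library totals alone, chosen after seeing the data. Replicate 1 of spheroid shNeg is argued against for 17, with miR-184 at −0.75 and miR-302d-3p with RELA knockdown at 2.81 without it. Called in every one of these settings were 12. With all libraries thinned at random to 959141 counts, 9 to 15 of the 19 stayed called over 5 draws. Thinning also costs power, so a difference in depth and the culture cannot be told apart for the rest.

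The log2 fold change of miR-335-5p with RELA knockdown was 1.10 in adherent and −1.77 in spheroid cells, and neither was called. Their difference of −2.87 had an FDR of 0.00353 in edgeR's quasi-likelihood test (standard error 0.69). Spheroid shNeg replicate 1, which had no count of miR-335-5p, is argued against as the cause, since the difference was −3.27 without that library (standard error 0.45). The call was lost without adherent shRELA replicate 4 (−2.47), spheroid shNeg replicate 2 (−2.63) or 4 (−2.38) or spheroid shRELA replicate 3 (−2.51) or 4 (−2.67). It was also lost with limma (−1.77) and when only the groups compared were fitted (−2.76). A change in the whole hairpin would move miR-335-3p alike, but its difference was 0.22 (standard error 0.65). A difference in processing or stability of the 5p arm was not tested and stays open, as does the culture itself.

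The paper does not report spheroid against adherent shNeg across all miRNAs, where 382 were called, 193 higher and 189 lower in spheroids, and 1 of the 35 splits of the 8 libraries, the real one, gave as many. With library totals alone, chosen after seeing the data, 61.8% of the calls were higher, against 50.5% with TMM. Of the miRNAs that rose, miR-3960 was at least 114-fold, miR-4488 at least 160-fold and miR-6821-5p at least 66.3-fold higher. Without spheroid shNeg replicate 1, these limits were 48.4-, 67.6- and 43.0-fold. The log2 fold change of miR-4516 was 10.50, or 9.12 without that library, and those of miR-106a-5p and miR-32-3p, the lowest, were −4.09 and −3.90. The hairpins of the 4 that rose are 72.1% to 87.9% GC, and GC content and log2 fold change had a Spearman correlation of 0.49 over 805 miRNAs. GC content is argued against as the whole cause, since 75.8% of the called miRNAs with a GC content, 254 of 335, stayed over 1 on the log2 scale after the trend was removed. The same holds for replicate 1, without which 87.2% of the calls stayed. Depth is argued against as the whole cause, since with all libraries thinned to the smallest total, 72.3% to 77.5% of the calls were still called in the same direction over 5 draws. In addition, 76 of the 193 higher miRNAs had larger unscaled counts in every spheroid than in every adherent shNeg library, although the spheroid libraries were the smaller. The culture is the biological explanation left, and few starting molecules were not tested here.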

How the results depend on the processing

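The alternatives that were chosen after seeing the data are marked, and the rest were not. Of 91 reported log2 fold changes, 64 past both thresholds, 87 kept their direction under every alternative that was not added later. Apart from leaving a library out, 68 also kept their side of the thresholds. Counting each log2 fold change once under each alternative, 30 cases were newly past the thresholds, 17 no longer were and 4 reversed. With libraries of the groups compared left out the cases numbered 8, 20 and 4. Among the alternatives chosen after seeing the data, they numbered 38, 16 and 0 with libraries of the other groups left out and 27, 6 and 2 under the rest. Other pseudocounts applied only to limma as the test reported and were not run, except that limma at 0.1 gave arm correlations of 0.63 and 0.51 in adherent and 0.22 and 0.31 in spheroid cells.

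Fitting only the groups compared gave 57 with RELA and 124 with RELB knockdown in adherent cells, against 34 and 64, and 70 and 50 in spheroid cells, against 137 and 121. The shared calls became 23 in adherent and 28 in spheroid cells, against 8 and 60, and the differences between cultures with RELA knockdown 43 against 69. These fits use fewer libraries to estimate the spread, but the cause was not tested.

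With no filter, 13 miRNAs were shared in adherent cells and 7 were called in all 4 comparisons, against 8 and 4. Taking miRNAs with a mean of at least 10 CPM gave 204 calls between the shNeg groups, against 382, since fewer miRNAs were tested, and arm correlations of 0.80 and 0.60 in adherent cells against 0.61 and 0.52. DESeq2 called 7 in all 4 comparisons, and the likelihood ratio test shared 13 in adherent cells. At an FDR threshold of 0.05, the differences between cultures numbered 109 and 129, against 69 and 77, with 15 shared in adherent cells and 7 in all 4 comparisons, which the looser threshold brings about.

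Of the alternatives chosen after seeing the data, library totals without TMM called 7 in all 4 comparisons. The likelihood ratio test without spheroid shNeg replicate 1, chosen after comparing 9 configurations with the paper's counts, gave 55 and 115 in adherent cells, 20 shared and 8 in all 4. Only the groups compared without that library gave 7 in all 4. Its adherent counts of 57 and 124, with 23 shared, repeat those with only the groups compared, since those fits hold no spheroid library. The cause was not tested.

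Leaving out each library of the groups compared in turn gave 25 to 33 and 54 to 60 calls in adherent and 112 to 156 and 103 to 131 in spheroid cells, in the order RELA and RELB. It gave 352 to 407 between the shNeg groups and 51 to 81 and 57 to 100 differences between cultures. Calls in all 4 comparisons ran from 3 to 8, the highest without spheroid shNeg replicate 1. Leaving out each library of the other groups, chosen after seeing the data, gave 31 to 43 and 60 to 92 calls in adherent and 132 to 142 and 109 to 121 in spheroid cells, with 8 to 15 shared in adherent cells. The highest adherent counts were those without spheroid shNeg replicate 1.

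Directions reversed for miR-335-5p in spheroid RELB knockdown (−0.86), at 0.093 with limma and 0.13 relative to miR-30e-5p. miR-105-3p in spheroid RELA knockdown (−0.09) was at 0.11 with limma and from −0.47 to 0.26 with libraries left out, above 0 without spheroid shNeg replicate 3 or 4 or shRELA replicate 2. In adherent RELA knockdown it ran from −0.20 to 0.37, below 0 without shRELA replicate 4. miR-30e-5p in spheroid cells (0.20 and 0.24) was at −0.019 with RELA knockdown over miRNAs of at least 10 CPM, and at −0.21 and −0.042 with library totals alone. The cause was not tested.

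Libraries with the same replicate number do not deviate together: of 60 pairs, 2 had a correlation over 0.1 (median −0.0107, from −0.245 to 0.225). The replicate number as a replicate block gave 31 and 62 calls in adherent cells, 124 and 108 in spheroid cells, 358 between the shNeg groups, 56 and 72 differences between cultures and 3 calls in all 4 comparisons, miR-675-3p not among them.

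Depth limits miRNAs below 2.29 CPM in spheroid cells, where miR-675-5p and miR-302d-3p with both knockdowns, miR-452-5p and miR-100-5p with RELA knockdown and miR-105-3p and miR-552-5p with RELB knockdown give limits only. In the simulated data, 121 of 200 changed miRNAs were recovered, but 84 of 85 with at least 10 CPM. All those changes were larger than the fold change threshold.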

Differences from the paper's values

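The paper gives 55 miRNAs for adherent RELA knockdown against 34 here. Of the alternatives set before the data were examined, those within 1.5 times of the paper's value were DESeq2 (38), edgeR's likelihood ratio test (42), only the groups compared (57), an FDR threshold of 0.05 (40) and a fold change threshold of 1.5 (43), and no other of those was. Leaving out a library of another group, chosen after seeing the values, gave 43 without spheroid shNeg replicate 1, 37 without 3 and 38 without 4. For adherent RELB knockdown it gives 114 against 64 here. DESeq2 (88), the likelihood ratio test (95), only the groups compared (124) and an FDR threshold of 0.05 (94) came within it, as did the fit without spheroid shNeg replicate 1 (92), chosen after seeing the values. The likelihood ratio test on the 23 libraries other than spheroid shNeg replicate 1, chosen after seeing the values and after comparing 9 configurations with the paper's counts, gave 55 and 115 in adherent and 138 and 140 in spheroid cells. The paper's spheroid counts are 138 and 136. Only the groups compared without that library repeats the 57 and 124 above, since those adherent fits hold no spheroid library.

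The miRNAs shared in adherent cells number about 18 in Figure 1E, read by eye, against 8 here. No filter (13), DESeq2 (12), the likelihood ratio test (13), only the groups compared (23) and an FDR threshold of 0.05 (15) came within 1.5 times, and the other alternatives set before the data were examined did not. Those chosen after seeing the values gave 15, 12, 12 and 13 without spheroid shNeg replicates 1 to 4, 12 without spheroid shRELB replicate 4, 12 with library totals alone and 20 with the likelihood ratio test on 23 libraries. Only the groups compared without replicate 1 repeats the 23, since those adherent fits hold no spheroid library. The miRNAs called in all 4 comparisons number about 7 in Figure 1E, read by eye, against 4 here. No filter, DESeq2 and an FDR threshold of 0.05 gave 7, a mean of at least 10 CPM 5, median-ratio size factors 6, the likelihood ratio test 5 and a fold change threshold of 1.5 gave 6. Without spheroid shNeg replicate 1 there were 8, without spheroid shNeg replicate 2 or shRELA replicate 1 or 4 there were 6, and without spheroid shRELB replicate 3 or 4 there were 5. The other alternatives set before the data were examined stayed apart from the paper's value. Chosen after seeing the values, library totals alone gave 7, the likelihood ratio test on 23 libraries 8 and only the groups compared without replicate 1 gave 7.

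Of 18 fold changes in Table 1, 5 differed. A value is within the paper's if it lies no further from it on the log2 scale than the standard error of that fit. Without spheroid shNeg replicate 1, 0 of the 18 differed, although 15 of 18 FDRs still did. The paper's text does not say whether that library was left out. miR-452-5p with RELA and miR-105-3p with RELB knockdown are limits here, and a limit was counted as different only if over 1.5 times the paper's fold change. For miR-452-5p the limit of at least 11.5-fold lies above the paper's fold change of −8.161, but by less than that, and by more without spheroid shNeg replicate 2 (13.2), 3 (13.8) or 4 (13.2). For miR-34a-5p the paper gives 2.256 with RELA and 2.642 with RELB knockdown, against 2.65 and 3.17 here. Both came within the paper's values with a mean of at least 10 CPM (2.30 and 2.82), median-ratio size factors (2.37 and 2.88), DESeq2 (2.37 and 2.88), only the groups compared (2.69 and 3.15) and without spheroid shNeg replicate 1 (2.28 and 2.74) or 2 (2.52 and 2.97), as did RELA knockdown without shRELA replicate 1 (2.42). The RELA value with only the groups compared lay no nearer to the paper's, and its error was larger. Leaving out spheroid shRELB replicate 2 (2.58), 3 (2.60) or 4 (2.58), chosen after seeing the values, also brought RELA knockdown within it. For miR-155-5p the paper gives 7.638 and 10.655, against 9.94 and 14.3 here. Both came within it with a mean of at least 10 CPM (8.58 and 12.7), median-ratio size factors (9.01 and 13.1), DESeq2 (9.03 and 13.1), only the groups compared (10.3 and 14.3) and without spheroid shNeg replicate 1 (7.62 and 10.95) or 2 (10.1 and 14.3). So did RELA knockdown without shRELA replicate 3 (9.78) or 4 (7.85) and RELB knockdown without shRELB replicate 2 (13.0) or 4 (14.0). The RELA values with only the groups compared and without spheroid shNeg replicate 2 lay further from the paper's and the RELB values hardly moved, so they came within it by a larger error. The RELA value of the fit with all libraries was close to the limit, and leaving out any library of the other groups but adherent shNeg replicate 2 and adherent shRELA replicate 1, chosen after seeing the values, brought it within (9.67 to 10.1), as did spheroid shRELA replicate 3 left out for RELB knockdown (13.8). For miR-452-5p with RELB knockdown the paper gives −1.956 against −3.91 here, and only the fit without spheroid shNeg replicate 1 (−1.91) came within it. The other alternatives set before the data were examined did not bring these 5 within the paper's values. Of those chosen after seeing the values, library totals alone gave 1.98, 2.60, 7.56 and 11.8 for miR-34a-5p and miR-155-5p. The likelihood ratio test on 23 libraries gave 2.28, 2.74, 7.62 and 10.9 for them and −1.91 for miR-452-5p, and only the groups compared without replicate 1 gave 2.29, 2.66, 7.70, 10.7 and −1.99.

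All 18 FDRs of Table 1, the paper's given rounded here, differed from those of edgeR's quasi-likelihood test. With RELA knockdown, the paper gives 2.1e-39 for miR-30a-3p (1.32e-13 here), 2.6e-39 for miR-30a-5p (2.51e-12), 1.6e-10 for miR-34a-5p (2.98e-06), 1.4e-08 for miR-335-5p (0.0112), 4.5e-09 for miR-200c-3p (1.46e-06) and 3.8e-07 for miR-452-5p (4.38e-06). None of the alternatives set before the data were examined closed these gaps. Of those chosen after seeing the values, only the groups compared without replicate 1 gave 2.63e-39 for miR-30a-3p. The likelihood ratio test on 23 libraries gave 4.39e-09 for miR-200c-3p and 4.54e-07 for miR-452-5p, and library totals alone 4.19e-07 for the latter, all in edgeR and all chosen after seeing the values. For miR-155-5p the paper gives 7.1e-17 with RELA and 2.0e-23 with RELB knockdown, against 3.42e-08 and 9.14e-10 here, and of the alternatives set before the data were examined only DESeq2 came near, with 5.44e-17 and 1.42e-23.

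For miR-105-3p with RELA knockdown, the paper's FDR is 0.59 against 0.94 here. Median-ratio size factors (0.816), DESeq2 (0.792) and the fits without spheroid shNeg replicate 1 (0.646), 2 (0.852) or 3 (0.849) or shRELA replicate 1 (0.823), 2 (0.872) or 3 (0.839) came within 1.5 times, and the others set before the data were examined did not. Chosen after seeing the values, edgeR with library totals alone gave 0.647, the likelihood ratio test on 23 libraries 0.605 and only the groups compared without replicate 1 0.771. For miR-105-5p with RELA knockdown, the paper's FDR is 0.038 against 0.0798 here, reached among the alternatives set before the data were examined only with limma (0.0491) and without spheroid shNeg replicate 1 (0.0465). The likelihood ratio test on 23 libraries (0.0437) and only the groups compared without replicate 1 (0.0314), both in edgeR and chosen after seeing the values, also came within it, as did edgeR's quasi-likelihood test without adherent shNeg replicate 2 (0.0473) or adherent shRELA replicate 1 (0.0537).

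With RELB knockdown, the paper's FDRs are 2.1e-18 for miR-30a-3p (4.98e-10 here, in edgeR's quasi-likelihood test), 1.5e-13 for miR-30a-5p (5.70e-07), 9.1e-15 for miR-34a-5p (1.11e-07), 6.1e-04 for miR-335-5p (0.199), 5.0e-25 for miR-200c-3p (1.87e-11), 0.0015 for miR-105-3p (0.0346) and 5.4e-25 for miR-105-5p (7.78e-10). None of the alternatives set before the data were examined closed these gaps. Chosen after seeing the values, only the groups compared without replicate 1 gave 6.98e-04 for miR-335-5p and the likelihood ratio test on 23 libraries gave 0.0019 for miR-105-3p, both in edgeR. For miR-452-5p the paper's FDR is 0.064 against 0.00222 here. The fit of edgeR's quasi-likelihood test without spheroid shNeg replicate 1 gave 0.0922 and no other alternative set before the data were examined came within it, while the likelihood ratio test on 23 libraries, chosen after seeing the values, gave 0.0759.

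The paper lists miR-100-5p, miR-205-5p, miR-552-5p and miR-675-5p as lower in every condition. Here miR-100-5p was not called in adherent cells (log2 fold changes −2.76 and −2.90), but was with no filter (−2.84 and −2.94), only the groups compared, an FDR threshold of 0.05 and, chosen after seeing the values, without spheroid shNeg replicate 1 or 4 and, with RELB knockdown, 2. miR-205-5p was not called in spheroid RELA knockdown (−0.996), but was with no filter (−1.01), a mean of at least 10 CPM (−1.22), median-ratio size factors (−1.14), DESeq2 (−1.15), a fold change threshold of 1.5 and without spheroid shNeg replicate 1 or 2 or shRELA replicate 1 or 4, as well as, chosen after seeing the values, without spheroid shRELB replicate 2, 3 or 4. miR-552-5p was not called in adherent RELA knockdown (−0.98), but was with only the groups compared. miR-675-5p was called in none of the 4 comparisons, but was in adherent cells with only the groups compared and in spheroid RELB knockdown at an FDR threshold of 0.05. Among the alternatives chosen after seeing the values, the likelihood ratio test on 23 libraries called miR-100-5p, miR-205-5p and miR-675-5p in these comparisons, except miR-675-5p in spheroid RELA knockdown. Only the groups compared without replicate 1 called miR-100-5p, miR-205-5p, miR-552-5p and, in adherent cells, miR-675-5p, and library totals alone called miR-205-5p, all chosen after seeing the values.

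The FDRs the paper gives for miR-335-5p are past its threshold in both spheroid comparisons, and here neither was called. RELA knockdown was called with no filter, a mean of at least 10 CPM, median-ratio size factors, DESeq2, the likelihood ratio test, an FDR threshold of 0.05 and without spheroid shNeg replicate 1 or shRELA replicate 2, and RELB knockdown without spheroid shNeg replicate 1. Library totals alone, the likelihood ratio test on 23 libraries and only the groups compared without replicate 1, all chosen after seeing the values, called the former, and the latter was called by those without replicate 1. The former was also called without spheroid shRELB replicate 2, 3 or 4 or adherent shRELA replicate 3 or 4, chosen after seeing the values. For miR-105-3p with RELB knockdown, past the paper's threshold and not called here, the likelihood ratio test, an FDR threshold of 0.05 and the fit without spheroid shNeg replicate 1 made the call, as did the likelihood ratio test on 23 libraries, chosen after seeing the values. miR-452-5p with RELB knockdown, short of the paper's threshold, was called here, and was not without spheroid shNeg replicate 1 (log2 fold change −0.94) or shRELB replicate 3 (−1.62), with limma (−1.43) or with only the groups compared (−1.87). Of the miRNAs shared in adherent cells, which the paper describes as moving in the same direction, 1 of 8 moved in opposite directions here. All moved in the same direction with limma (8 of 8), without any 1 of the adherent shNeg libraries and without adherent shRELA replicate 2, 3 or 4. More moved in opposite directions with only the groups compared, where 20 of 23 moved in the same direction. Chosen after seeing the values, so they did without spheroid shNeg replicate 1 (13 of 15) or shRELB replicate 3 (8 of 10). Library totals alone (10 of 12) and the likelihood ratio test on 23 libraries (17 of 20), chosen likewise, also gave more. In spheroid cells, 74 of 75 moved alike with the likelihood ratio test and 46 of 48 without spheroid shRELB replicate 3. The paper describes miR-34a-5p as higher in OV90 spheres, and between the shNeg groups it was lower in spheroid cells here (−1.09).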

Other observations

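In this part, the tests of spheroid shNeg replicate 1 for the number of calls and of separate controls for the shared calls were chosen after the result was seen, and the others were not.

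Other splits of the libraries were compared with the real split. For each of the 4 knockdown comparisons, 1 of the 35 splits of the 8 libraries, the real one, gave as many calls. For the difference between cultures, 2 of 100 splits gave as many calls with RELA knockdown and 1 of 100 with RELB knockdown, the real one included.

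More miRNAs were called in spheroid than in adherent cells with either knockdown. Depth, taken as the total count, is argued against as the cause, since with all libraries thinned to the smallest total the lower spheroid count was 105 and the higher adherent count 46. Spheroid shNeg replicate 1 is argued against as well, since without it the lower spheroid count was 114 and the higher adherent count 92. When only the groups compared were fitted, however, the order turned for RELB knockdown, with 50 calls in spheroid and 124 in adherent cells. A larger response in spheroid culture thus stays open, and the difference between the counts was not itself tested.

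RELA and RELB knockdown were set against the same shNeg libraries, which can make their changes look alike. Noise in the shared libraries is argued against as the whole source of the shared calls. With 2 shNeg libraries for each knockdown, at least 6 calls in adherent and 31 in spheroid cells were shared in the same direction. With the RELB calls shuffled among miRNAs of similar abundance, the 95th percentiles over the 6 divisions were at most 4 and 25. Noise in the shared libraries is argued against for the correlation in spheroid cells too, which was at least 0.234 when each knockdown had its own shNeg libraries. A property common to all shNeg libraries of a culture stays in every division, so it is not excluded. Totals of the spheroid shNeg libraries, 959141 to 1580252, lay below the 2024133 to 2747599 with shRELA and 1861232 to 3580931 with shRELB. In adherent cells the correlation was no higher than unchanged groups can give, and the lowest with separate shNeg libraries was 0.00315, so for the correlation a shared response and shared controls cannot be told apart there, with 2 control libraries left on each side. A response common to both knockdowns stays open in spheroid cells.

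Neighboring hairpins changed alike. Over 62 pairs within 10000 bases, in 39 clusters, the Spearman correlation of log2 fold changes was 0.86 and 0.38 with RELA and RELB knockdown in adherent cells and 0.55 and 0.40 in spheroid cells. In a 1-sided permutation test with 1000 shuffles, p was 0.001, 0.002, 0.001 and 0.003, where 0.001 is the smallest they can give. Adjusted by Benjamini-Hochberg over the 4 comparisons, these permutation p-values were 0.002, 0.00266, 0.002 and 0.003. The shuffles treated the 62 pairs as independent although some share a cluster, so these p-values can be too small. With 1 pair per cluster the correlations were 0.85, 0.55, 0.68 and 0.37, and without the largest cluster, of 7 pairs, 0.84, 0.42, 0.58 and 0.41. A candidate explanation is 1 shared primary transcript per cluster, which a correlation of this kind needs but does not single out. MIR224 and MIR452, both within GABRE on chromosome X, are such a pair, and GABRE mRNA was not measured in these libraries.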
